# Characterization of Host Responses during Pseudomonas aeruginosa Acute Infection in the Lungs and Blood and after Treatment with the Synthetic Immunomodulatory Peptide IDR-1002

**DOI:** 10.1128/IAI.00661-18

**Published:** 2018-12-19

**Authors:** Kelli Wuerth, Amy H. Y. Lee, Reza Falsafi, Erin E. Gill, Robert E. W. Hancock

**Keywords:** *Pseudomonas aeruginosa*, bioinformatics, host-pathogen interactions, immunology, lung infection

## Abstract

Pseudomonas aeruginosa is an opportunistic pathogen that causes nosocomial pneumonia and infects patients with cystic fibrosis. P. aeruginosa lung infections are difficult to treat due to bacterial resistance to antibiotics, and strains with multidrug resistance are becoming more prevalent. Here, we examined the use of a small host defense peptide, innate defense regulator 1002 (IDR-1002), in an acute P. aeruginosa lung infection *in vivo*. IDR-1002 significantly reduced the bacterial burden in bronchoalveolar lavage fluid (BALF), as well as MCP-1 in BALF and serum, KC in serum, and interleukin 6 (IL-6) in BALF. Transcriptome sequencing (RNA-Seq) was conducted on lungs and whole blood, and the effects of P. aeruginosa, IDR-1002, and the combination of P. aeruginosa and IDR-1002 were evaluated. Differential gene expression analysis showed that P. aeruginosa increased multiple inflammatory and innate immune pathways, as well as affected hemostasis, matrix metalloproteinases, collagen biosynthesis, and various metabolism pathways in the lungs and/or blood. Infected mice treated with IDR-1002 had significant changes in gene expression compared to untreated infected mice, with fewer differentially expressed genes associated with the inflammatory and innate immune responses to microbial infection, and treatment also affected morphogenesis, certain metabolic pathways, and lymphocyte activation. Overall, these results showed that IDR-1002 was effective in treating P. aeruginosa acute lung infections and associated inflammation.

## Abstract (precis)

Pseudomonas aeruginosa is an opportunistic pathogen that causes nosocomial pneumonia and infects patients with cystic fibrosis. P. aeruginosa lung infections are difficult to treat due to bacterial resistance to antibiotics, and strains with multidrug resistance are becoming more prevalent.

## INTRODUCTION

Pseudomonas aeruginosa is a common source of infections caused by medical devices, such as catheters, and also frequently infects burns and wounds (1, 2). However, its roles in lung infections are among the most concerning. P. aeruginosa is one of the leading causes of ventilator-associated pneumonia and hospital-acquired pneumonia, particularly in the intensive care unit or in late-onset cases (3–5). P. aeruginosa has also been found in patients with chronic obstructive pulmonary disease (COPD) (6). Critically, it chronically infects the lungs of patients with cystic fibrosis (CF), with the majority of patients becoming infected by their mid-20s, and P. aeruginosa is associated with increased hospitalization and mortality in CF patients (7, 8). Treatment of P. aeruginosa lung infections is difficult due to the organism’s inherent, adaptive, and acquired antibiotic resistance mechanisms, as well as challenges in delivering drugs to the lung environment (9, 10). Multidrug resistance in P. aeruginosa is increasing, necessitating a search for new treatment options (11).

Host defense peptides (HDPs), also called antimicrobial peptides (AMPs), are small amphipathic peptides (10 to 50 amino acids) that are typically cationic (charge, +2 to +9). They demonstrate numerous anti-inflammatory and anti-infective effects against microbial infections, but previous work using HDPs against *in vivo* P. aeruginosa respiratory tract infections has had only limited success (12–18). Many of the peptides demonstrated toxicity *in vivo*, or their effects on inflammation, a key feature of P. aeruginosa lung infections, were not fully examined (12–18). None of these peptides has advanced to clinical trials for the treatment of P. aeruginosa infections. Recently, we showed that one HDP, innate defense regulator 1002 (IDR-1002), was effective against the inflammatory sequelae of P. aeruginosa infections in a model using the polysaccharide alginate to mimic a chronic infection without showing toxicity (19). Here, the aim was to explore the mechanisms underlying IDR-1002 activities in an acute P. aeruginosa lung infection model, as well as to examine the effects of the P. aeruginosa infection itself using systems biology methods.

IDR-1002 (VQRWLIVWRIRK-NH2) is a synthetic derivative of the bovine HDP bactenecin (RLCRIVVIRVCR-NH2), with amino acid substitutions used to create a linearized peptide that shows improved immunomodulatory activity compared to bactenecin (20, 21). Previous work on IDR-1002 in a Staphylococcus aureus intraperitoneal (i.p.) infection model demonstrated that it helped to recruit leukocytes to the infection site, with an increase seen in both neutrophils and the neutrophil chemokine KC (20). Increased numbers of monocytes were also observed, although no changes in monocyte chemoattractant protein 1 (MCP-1) expression were seen (20). Eliminating macrophages with liposomal clodronate removed the protective effect of IDR-1002 (20). This indicates that a key factor in IDR-1002-mediated protection in the S. aureus intraperitoneal model was the recruitment of macrophages, although there are some reports indicating that liposomal clodronate also depletes dendritic cells (DCs) (22, 23). Similar results were achieved with another peptide, IDR-1, against S. aureus infection, with macrophages and monocytes required for protection, while it was additionally shown that depleting neutrophils, T cells, or B cells had no effect (24). In vitro studies with human monocytes showed that IDR-1002 can promote cell adhesion to fibronectin in the presence of chemokines due to its increased activation of β-integrins and the phosphatidylinositol 3-kinase (PI3K)-Akt pathway, and the peptide also increased the expression of the chemokine receptor CCR5 (25, 26). IDR-1002 also reduced inflammation in a sterile ear inflammation model, which was attributed to its repression of class A/1 rhodopsin-like G protein-coupled receptors, the interferon gamma (IFN-γ) response, and regulation by IRF8 (27). Therefore, while some aspects of IDR-1002 mechanisms have been uncovered and indicate its involvement in leukocyte recruitment, IDR-1002 has not been thoroughly examined in the context of infections, especially lung infections by P. aeruginosa. Additionally, we decided to take a more comprehensive approach to the evaluation of its mechanisms of action. Therefore, transcriptome sequencing (RNA-Seq) was utilized in conjunction with advanced bioinformatics appraisal of the host immune response, both locally in the lungs and systemically in the blood. RNA-Seq is a powerful method for evaluating the transcriptome of an organism. It uses sequencing by synthesis and does not require the use of probes, as with microarray technology, thereby allowing more efficient and accurate discovery of dysregulated transcripts without substantial and variable backgrounds, as seen for hybridization methods, such as microarrays (28).

While the host response to murine P. aeruginosa lung infections has been evaluated using microarrays (29, 30), the use of RNA-Seq has been limited. To our knowledge, only one study has used (dual) RNA-Seq for a P. aeruginosa lung infection model, and it examined only the response in the lungs and utilized a weakly virulent isolate, PAO1, at very high input doses (2 × 10^8^ CFU) to define only 702 host genes changing expression (31). In contrast, here, we performed RNA-Seq on both the lungs and blood from infected mice after infection with lower input doses (∼8 × 10^5^ CFU) of a highly virulent isolate strain, PA103, to provide new insights into the effects of acute, rapidly progressing P. aeruginosa infections and possibly uncover new drug targets.

The RNA-Seq results showed that P. aeruginosa caused >4,700 genes to change expression in the lungs, with profound inflammatory and immune responses in both the lungs and the blood, and also demonstrated the involvement of novel biological processes. While the mice given IDR-1002 alone showed few changes in gene expression compared to the negative-control group, differences in hemostasis and other processes among the infected mice after IDR-1002 treatment of PA103-infected mice provide new leads for understanding IDR mechanisms of action. Critically, in these experiments, IDR-1002 led to reductions in the CFU burden, the inflammatory cytokine and chemokine levels, and the associated inflammatory pathways.

## RESULTS

### IDR-1002 reduced P. aeruginosa burden and inflammation in the lungs and did not itself produce inflammatory cytokines.

To examine the effects of IDR-1002, P. aeruginosa, or their combination, an acute P. aeruginosa lung model was used. Female C57BL/6J mice 6 to 8 weeks of age were given 8 mg/kg of body weight IDR-1002 or the vehicle (endotoxin-free water) intranasally (i.n.) 24 h prior to infection with ∼8 × 10^5^ CFU/mouse of the virulent P. aeruginosa strain PA103 or the vehicle (endotoxin-free saline) and then euthanized, and all samples were collected at 18 h postinfection. Prophylactic treatment was used to eliminate any direct antimicrobial effects of IDR-1002 on the bacteria, since our goal was to focus on characterizing the immunomodulatory activities of IDR-1002. The groups of mice are referred to here as negative-control (which received only vehicle), IDR-1002 control (which received IDR-1002 and saline), PA103-infected (which received water and PA103), and IDR-1002 treatment (which received IDR-1002 and PA103) mice.

Prophylactic treatment with IDR-1002 significantly decreased the PA103 CFU burden in the lungs more than 100-fold compared to that in PA103-infected mice (Fig. 1). Infection with PA103 significantly increased leukocyte infiltration into the lungs compared to either the negative-control or IDR-1002 control mice, whereas the IDR-1002 treatment mice showed a leukocyte count that was lower than that of the PA103-infected mice but higher than that of the negative-control or IDR-1002 control mice, although none of the comparisons involving IDR-1002 treatment mice was significant. The increase in the total leukocyte count of IDR-1002 treatment mice was not significant compared to negative-control or IDR-1002 control mice (Fig. 1B). As expected, the PA103-infected mice showed a very strong increase in neutrophils compared to the uninfected control mice (Fig. 1C), while monocytes became a relatively minor proportion of leukocytes. In contrast, the treatment mice showed similar proportions of neutrophils and monocytes/macrophages that favored neutrophils in sicker mice, while mice that had few signs of infection showed more monocytes/macrophages. Both the PA103 and treatment groups had slight but significant weight loss compared to the negative-control mice (Fig. 1D), and although the health scores showed improvement in the IDR-1002 treatment group at both 3 and 18 h postinfection compared to the PA103-infected mice, these differences were not significant (Fig. 1E and F).

**FIG 1:**
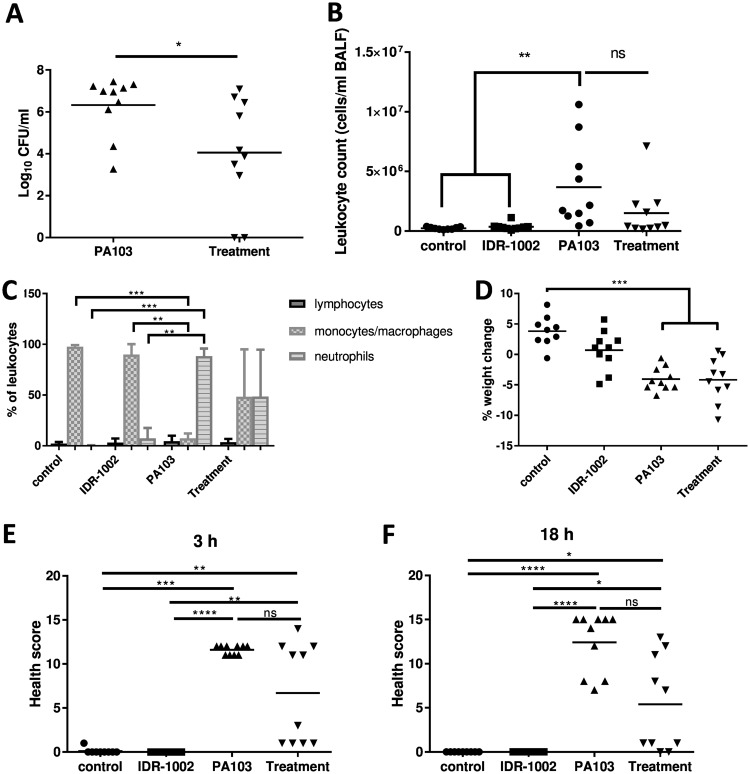
IDR-1002 treatment reduced the CFU burden in mice infected with P. aeruginosa PA103. Mice were given water or IDR-1002 at 24 h prior to infection (−24 h), given saline or P. aeruginosa PA103 at 0 h, and then euthanized, and samples were processed at 18 h. (A) CFU counts from BALF. (B) Leukocyte counts in BALF. (C) Distribution of leukocytes in BALF, represented as means and standard errors of the mean (SEM). (D) Percent weight loss. (E and F) Health scores at 3 h or 18 h postinfection. The data represent 9 or 10 mice per condition from a combination of two experiments and were analyzed using an unpaired two-tailed *t* test for the CFU (A), a one-way ANOVA and Tukey’s multiple-comparison test for the total leukocytes (B), and a Kruskal-Wallis test with Dunn’s multiple-comparison test (C to F). *, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P* ≤ 0.001; ****, *P* ≤ 0.0001; ns, not significant.

The expression of cytokines and chemokines in the bronchoalveolar lavage fluid (BALF) and serum was also examined (Fig. 2). MCP-1, KC, and interleukin 6 (IL-6) showed significant increases in the BALF and sera of the PA103-infected mice compared to either negative-control or IDR-1002 control mice, while the IDR-1002 treatment mice had significant decreases in most of these outputs compared to the PA103 mice. Tumor necrosis factor alpha (TNF-α) also showed similar trends. Notably, there were no significant increases in any of the tested cytokines or chemokines for IDR-1002 control compared to negative-control mice.

**FIG 2:**
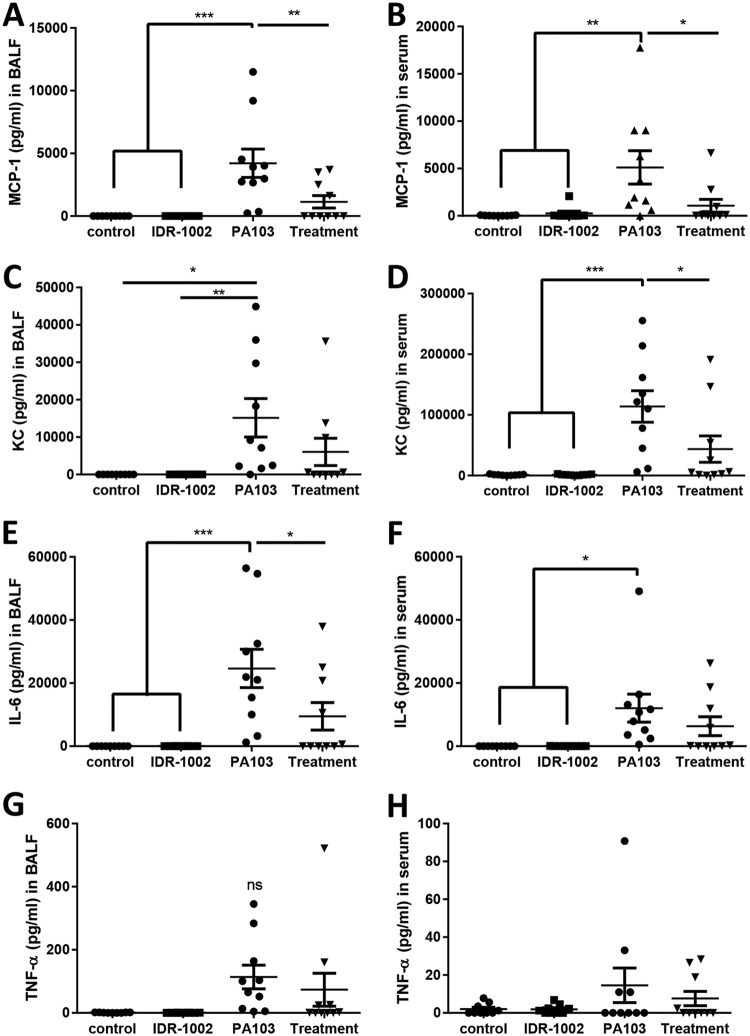
IDR-1002 treatment reduced cytokines and chemokines in BALF and serum that were induced by P. aeruginosa PA103. Mice were given water or IDR-1002 at −24 h, given saline or P. aeruginosa PA103 at 0 h, and then euthanized, and samples were processed at 18 h. ELISAs were performed for MCP-1 in BALF (A) and serum (B), KC in BALF (C) and serum (D), IL-6 in BALF (E) and serum (F), and TNF-α in BALF (G) and serum (H). The data represent mean ± SEM for 9 or 10 mice per condition from a combination of two experiments and were analyzed using one-way ANOVA and Tukey’s multiple-comparison test. *, *P* ≤ 0.05; **, *P* ≤ 0.01; ***, *P* ≤ 0.001; ns, not significant.

### P. aeruginosa lung infection induced profound changes in the transcriptome of both the lungs and blood.

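The RNA-Seq data came from lungs and whole blood collected 18 h after mice were given saline or PA103 (800000 CFU per mouse) and 42 h after they were given water or 8 mg/kg of IDR-1002. For each mouse and tissue, the authors deposited the number of reads that HTSeq-count assigned to each Ensembl gene, as raw counts without normalization. The lung counts came from 5 negative-control, 5 IDR-1002 control, 4 PA103-infected and 5 IDR-1002 treatment mice, and the blood counts from 3, 3, 4 and 3 mice, respectively. Between 947960 and 5443761 reads per mouse were counted on genes in the lungs, and between 854445 and 6250454 in the blood. The median in the lungs was 2049591 for negative-control, 2175028 for IDR-1002 control, 2013653.5 for PA103-infected and 2044353 for IDR-1002 treatment mice. In the blood, the corresponding medians were 1737879, 2654842, 1326779 and 1260537. The 10 most abundant genes of each library held 4.71% to 6.47% of the counts in the lungs and 68.3% to 85.2% in the blood. Hemoglobin gene Hbb-bs alone held 38.1% to 49.0% of the counts in the blood. A level of 3 counts was taken as the smallest that a library can show. Relative to raw library size, before normalization, it corresponded to 0.551 to 3.16 CPM in the lungs and 0.480 to 3.51 CPM in the blood. The normalization factors (TMM, below) of the blood libraries ran from 0.365 to 1.37, so on the normalized scale the floor is shifted in each library. This floor covers counting error only. Counts were normalized by the TMM method of edgeR and are given as CPM, scaled to a common library size, as the mean and SD over mice. Genes with too few counts were left out by edgeR's filterByExpr with a minimum count of 10, which left 12889 genes in the lungs and 7171 in the blood. These genes were tested with edgeR's quasi-likelihood F test on all 4 groups of a tissue together. Standard errors of log2 fold changes were calculated back from this test, as the absolute log2 fold change divided by the square root of F. A gene was called a DE gene at an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change of at least 1.5 in either direction, the thresholds of the paper. Gene positions are those of GRCm38.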

The lungs and whole blood from one of two experiments, consisting of 4 or 5 mice per condition, were used to isolate RNA and to run RNA-Seq to characterize the differentially expressed (DE) genes of the host transcriptome during infection and treatment with IDR-1002. The total numbers of host DE genes for several comparisons are shown in Table 1. 

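With these thresholds, 0 of the 12889 genes tested in the lungs were DE genes between IDR-1002 control and negative-control mice, where 149 genes had an unadjusted p under 0.05. PA103-infected and negative-control lungs differed in 4485 genes. IDR-1002 treatment lungs differed from negative-control lungs in 621 genes, from IDR-1002 control lungs in 381 and from PA103-infected lungs in 1896. In the blood, 7171 genes were tested, and 0 were DE genes between IDR-1002 control and negative-control mice (155 with an unadjusted p under 0.05). PA103-infected and negative-control blood differed in 1517 genes. IDR-1002 treatment blood differed in 166 genes from negative-control blood and in 68 from IDR-1002 control blood. Between IDR-1002 treatment and PA103-infected blood there were 0 DE genes, with 675 genes at an unadjusted p under 0.05 and a lowest adjusted p of 0.172. With a test against a 1.5-fold change (glmTreat), PA103-infected and negative-control lungs differed in 2005 genes, and IDR-1002 treatment lungs differed in 35 genes from negative-control, in 68 from IDR-1002 control and in 5 from PA103-infected lungs. With edgeR fitted to only the 2 groups compared, the 1896 DE genes of IDR-1002 treatment against PA103-infected lungs became 0, while the 4485 of PA103-infected against negative-control lungs became 4052.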

Infection with PA103 led to the differential expression of 4,739 genes in the lungs and 1,327 in the blood compared to the negative-control samples. 

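The 4485 DE genes of PA103-infected lungs (n = 4, against 5 negative-control mice) were 34.8% of the genes tested, and the 1517 DE genes of PA103-infected blood (n = 4, against 3) were 21.2%. Every infected mouse lay on the same side of every negative-control mouse for 3346 of the lung DE genes (74.6%) and 1369 of the blood DE genes (90.2%). The median absolute log2 fold change of the DE genes was 1.06 in the lungs and 1.49 in the blood. With each mouse of the compared groups left out in turn, the count stayed between 3510 and 4932 in the lungs and between 791 and 1376 in the blood. A test against a 1.5-fold change (edgeR's glmTreat) left 2005 DE genes in the lungs and 553 in the blood. A requirement of at least 10 counts in every sample left 2784 and 459.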

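Of the 4485 DE genes in the lungs, 2089 were upregulated and 2396 downregulated. More than 32-fold changes were measured for 58 of them. Among DE genes with a mean of at least 5 CPM in the higher group and no overlap between the mice of the groups, the 5 largest rises were those of Csf3, Cxcl2, Cxcl1, Il6 and Saa3. Csf3 (ENSMUSG00000038067, chromosome 11 from 98701263 to 98703629) had 297 ± 446 CPM (SD, n = 4) in PA103-infected mice and no read in any of the 5 negative-control mice. For Csf3, the log2 fold change was 12.33 (standard error 2.69, adjusted p = 0.00321). Cxcl2 (ENSMUSG00000058427, chromosome 5 from 90903871 to 90905938) rose from 0.214 ± 0.479 CPM (SD, n = 5) to 733 ± 1199.7 CPM (SD, n = 4). For Cxcl2, the log2 fold change was 10.55 (standard error 2.17, adjusted p = 0.00120). In both genes 1 PA103-infected mouse, replicate 3, carried most of the mean, with 965 CPM of Csf3 and 2531 CPM of Cxcl2, against at most 97.9 and 174 CPM in the other 3. Neither gene was called by DESeq2 fitted to only the 2 groups compared, an alternative chosen after the data were seen, and Csf3 was not called with shrunken fold changes. The 5 largest falls were those of Ppp2r2c, Col17a1, Gsg1l, Cthrc1 and Colq. Ppp2r2c (ENSMUSG00000029120, chromosome 5 from 36868513 to 36955078) had a log2 fold change of -5.37 (standard error 1.15, adjusted p = 0.000957). Col17a1 (ENSMUSG00000025064, chromosome 19 from 47646344 to 47692094) had -5.03 (standard error 0.56, adjusted p = 8.27e-06). Gsg1l (ENSMUSG00000046182, chromosome 7 from 125878420 to 126082411) had -4.74 (standard error 0.89, adjusted p = 0.000312). Cthrc1 (ENSMUSG00000054196, chromosome 15 from 39076932 to 39087121) had -4.65 (standard error 0.78, adjusted p = 0.000120). Colq (ENSMUSG00000057606, chromosome 14 from 31523082 to 31591343) had -4.50 (standard error 0.61, adjusted p = 4.08e-05). In the infected mice, the first 4 of these were counted at no more than 1 read per library.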

In the lungs, there were 2,360 upregulated DE genes and 2,379 downregulated DE genes after PA103 infection compared to the negative-control mice. 

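Camp, the gene for CRAMP (ENSMUSG00000038357, chromosome 9 from 109847379 to 109849617), rose from 0.249 ± 0.346 CPM (SD, n = 5) in negative-control to 28.6 ± 20.7 CPM (SD, n = 4) in PA103-infected lungs. For Camp, the log2 fold change was 6.34 (standard error 1.03, adjusted p = 0.000164). Saa1 (ENSMUSG00000074115, chromosome 7 from 46740497 to 46742980) rose from 0.178 ± 0.307 CPM (SD, n = 5) to 134 ± 75.7 CPM (SD, n = 4). For Saa1, the log2 fold change was 9.31 (standard error 1.90, adjusted p = 0.00117). Saa2 (ENSMUSG00000057465, chromosome 7 from 46751790 to 46754313) rose from 0.0714 ± 0.160 CPM (SD, n = 5) to 39.3 ± 26.2 CPM (SD, n = 4). For Saa2, the log2 fold change was 7.52 (standard error 1.97, adjusted p = 0.00861). The call of Saa2 was lost in 1 of the 9 fits that each left out 1 mouse and with shrunken fold changes. Saa3 (ENSMUSG00000040026, chromosome 7 from 46711998 to 46715700) rose from 2.30 ± 2.15 CPM (SD, n = 5) to 1954 ± 1129.5 CPM (SD, n = 4). For Saa3, the log2 fold change was 9.35 (standard error 1.39, adjusted p = 0.000125). Replicate 3 of the infected mice had 3635 CPM of Saa3 and the others at most 1562 CPM. Every infected mouse lay above every negative-control mouse for these 4 genes. Of 29 chemokine genes tested, 20 were upregulated and 3 downregulated, more upregulated genes than in the rest of the genes tested (two-sided Fisher's exact test, adjusted p = 1.11e-08, 34 tests of 17 gene families). With DESeq2, 22 chemokine genes were upregulated. Genes of a family are not independent, so the p values of the family tests here and below describe the gene list and not the mice.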

The upregulated DE genes in the PA103-infected lungs comprised multiple genes encoding innate immune and inflammatory response proteins, including the mouse cathelicidin CRAMP, acute-phase serum amyloid A proteins, and numerous chemokines. There were also genes for several matrix metalloproteinases (MMPs) that were upregulated (MMP-3, -8, -9, -12, -14, and -25). 

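In PA103-infected compared with negative-control lungs, all 6 MMP genes named were upregulated DE genes. Mmp3 (ENSMUSG00000043613, chromosome 9 from 7445822 to 7455975) rose from 27.1 ± 5.65 CPM (SD, n = 5) to 147 ± 104 CPM (SD, n = 4). For Mmp3, the log2 fold change was 2.41 (standard error 0.37, adjusted p = 0.000101). Mmp8 (ENSMUSG00000005800, chromosome 9 from 7558456 to 7568485) rose from 13.7 ± 15.8 CPM (SD, n = 5) to 155 ± 77.8 CPM (SD, n = 4). For Mmp8, the log2 fold change was 3.29 (standard error 0.62, adjusted p = 0.000646). Mmp14 (ENSMUSG00000000957, chromosome 14 from 54431612 to 54445364) rose from 83.5 ± 12.6 CPM (SD, n = 5) to 232 ± 80.8 CPM (SD, n = 4). For Mmp14, the log2 fold change was 1.48 (standard error 0.25, adjusted p = 0.000167). Mmp25 (ENSMUSG00000023903, chromosome 17 from 23628311 to 23645277) rose from 3.03 ± 1.71 CPM (SD, n = 5) to 26.8 ± 15.3 CPM (SD, n = 4). For Mmp25, the log2 fold change was 3.00 (standard error 0.48, adjusted p = 0.000111). The smallest rise of these was that of Mmp12 (ENSMUSG00000049723, chromosome 9 from 7344381 to 7369499), from 3.59 ± 0.960 CPM (SD, n = 5) to 7.99 ± 7.63 CPM (SD, n = 4). For Mmp12, the log2 fold change was 1.13 (standard error 0.45, adjusted p = 0.0420). Replicate 3 of the infected mice had 19.4 CPM of Mmp12 and the others 3.84 to 4.39 CPM. The mice of the groups overlapped in Mmp12, and its call was lost in 4 of the 9 fits that each left out 1 mouse and under limma voom, where the log2 fold change was 0.38. Of 13 MMP genes tested, 6 were upregulated, the same 6 that the paper names, and 3 (Mmp11, Mmp15 and Mmp28) were downregulated. The excess of upregulated MMP genes had an adjusted p of 0.0312 by Fisher's exact test and 0.181 when no fold-change cutoff was applied.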

The genes for the cytokines and chemokines examined in the enzyme-linked immunosorbent assays (ELISAs), IL-6, TNF-α, MCP-1, and KC, were all upregulated in the PA103-infected mice, similar to the results seen at the protein level in Fig. 2, with these genes showing greater-than-32-fold changes (FC) compared to the control mice. 

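In the lungs, the genes for the proteins measured by ELISA were upregulated DE genes in PA103-infected compared with negative-control mice. Il6 (ENSMUSG00000025746, chromosome 5 from 30013114 to 30019981) rose from 0.275 ± 0.318 CPM (SD, n = 5) to 268 ± 386 CPM (SD, n = 4). For Il6, the log2 fold change was 9.56 (standard error 1.94, adjusted p = 0.00109). Tnf (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007) rose from 1.15 ± 1.38 CPM (SD, n = 5) to 112 ± 165 CPM (SD, n = 4). For Tnf, the log2 fold change was 6.84 (standard error 1.31, adjusted p = 0.000712). Ccl2, the gene for MCP-1 (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453), rose from 0.764 ± 0.525 CPM (SD, n = 5) to 182 ± 168 CPM (SD, n = 4). For Ccl2, the log2 fold change was 7.70 (standard error 1.44, adjusted p = 0.000628). Cxcl1, the gene for KC (ENSMUSG00000029380, chromosome 5 from 90891241 to 90893115), rose from 0.382 ± 0.364 CPM (SD, n = 5) to 532 ± 592 CPM (SD, n = 4). For Cxcl1, the log2 fold change was 9.87 (standard error 1.88, adjusted p = 0.000724). No negative-control library held more than 5 reads of any of these genes, so the size of the fold changes rests on few reads. Every infected mouse lay above every control mouse for all 4 genes. Replicate 3 was far above the other infected mice in Il6 (845 CPM against at most 125), Tnf (358 against at most 48.5) and Cxcl1 (1414 against at most 316).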

The downregulated DE genes in the lungs were more varied in function but, notably, included several genes encoding subunits of various types of collagen, which is a major component of the extracellular matrix (ECM) (32).

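In PA103-infected compared with negative-control lungs, Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) fell from 511 ± 125 CPM (SD, n = 5) to 208 ± 74.1 CPM (SD, n = 4). For Col1a1, the log2 fold change was -1.29 (standard error 0.34, adjusted p = 0.00479). Col3a1 (ENSMUSG00000026043, chromosome 1 from 45311538 to 45349706) fell from 1014 ± 309.6 CPM (SD, n = 5) to 313 ± 105 CPM (SD, n = 4). For Col3a1, the log2 fold change was -1.70 (standard error 0.38, adjusted p = 0.00155). Of 29 collagen chain genes tested, 14 were downregulated, more than in the rest of the genes tested (Fisher's exact test, adjusted p = 0.00149), and 4 (Col13a1, Col20a1, Col4a1 and Col4a2) were upregulated. The median log2 fold change of the 29 genes was -0.57, and with DESeq2, which tested 42 of them, 14 were again downregulated.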

**TABLE 1:** Numbers of host DE genes for different comparisons in the lungs and blood

Comparison	No. of genes	
	Lungs	Blood
IDR-1002 control vs. negative control	2	0
PA103 infected vs. negative control	4,739	1,327
IDR-1002 treatment vs. negative control	813	294
IDR-1002 treatment vs. IDR-1002 control	638	271
IDR-1002 treatment vs. PA103 infected	2,111	1

While the top DE genes according to fold change provide some interesting insights, it is important to take a systemic approach to the data. Therefore, overrepresented pathways were discerned among DE genes using signature overrepresentation analysis (SIGORA), a gene pair overrepresentation analysis tool that is designed to reveal specific processes that are relevant to the model under consideration (33). Unlike many other pathway tools, SIGORA limits repetition of pathways (i.e., reduces the identification of certain pathways due to genes annotated to multiple pathways) by performing gene pair-based pathway enrichment. For PA103-infected versus negative-control mice, 59 pathways were enriched among the DE genes (Table 2). The top two pathways identified were hemostasis and axon guidance, which have not been identified in most previous infection studies. Hemostasis is often associated with sepsis and can be targeted by inflammatory mediators (34). While axon guidance is associated with the nervous system, the proteins in the pathway are also involved in the development of other tissues, including the lungs and blood vessels, and have roles in cell migration (35). Among other highly dysregulated pathways, many were involved in inflammation and innate immune responses, including chemokine receptor binding, interferon gamma signaling, Toll-like receptor 5 (TLR5) and MyD88-independent TLR3/4 cascades, and interleukin 1 and other cytokine signaling (Table 2). These results were in agreement with the strong immune response expected as a consequence of an infection, and the roles of both MyD88-dependent and MyD88-independent pathways have been noted in other P. aeruginosa infection models (36, 37).

**TABLE 2:**
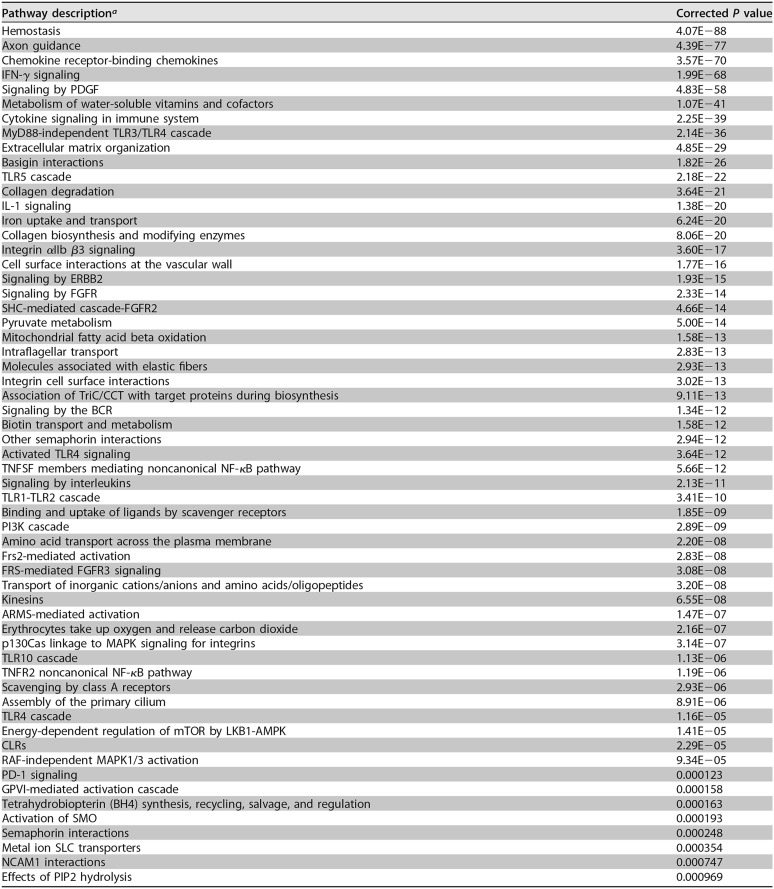
Host pathways dysregulated in the lungs of PA103-infected versus negative-control mice

^a^ PDGF, platelet-derived growth factor; FGFR, fibroblast growth factor receptor; BCR, B cell receptor; TNFSF, TNF receptor superfamily; MAPK, mitogen-activated protein kinase; CLRs, C-type lectin receptors.

To gain further insights into the genes and molecular interactions involved in some of these pathways, NetworkAnalyst was used to create and visualize protein-protein interaction networks (38). 

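Of the 56 genes drawn as upregulated in Fig. 3, 55 were tested and 55 had a higher level in PA103-infected than in negative-control lungs, 54 of them as DE genes, with a median log2 fold change of 2.22. All 10 genes drawn as downregulated were DE genes in that direction, with a median log2 fold change of -1.02. The paper had drawn these genes from DE genes of the same libraries. Agreement in direction was thus largely fixed in advance and is no independent test.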

Since the genes for multiple chemokines were upregulated and the chemokine receptor-binding chemokine pathway was dysregulated (Table 2), a zero-order network was created showing the interactions of DE genes associated with leukocyte migration (Fig. 3). 

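The 5 genes for NF-κB subunits were all upregulated DE genes in PA103-infected lungs (Fisher's exact test, adjusted p = 0.000758). Nfkb1 (ENSMUSG00000028163, chromosome 3 from 135584655 to 135691547) rose from 178 ± 8.54 CPM (SD, n = 5) to 319 ± 185 CPM (SD, n = 4). For Nfkb1, the log2 fold change was 0.85 (standard error 0.24, adjusted p = 0.00775). Rela (ENSMUSG00000024927, chromosome 19 from 5637483 to 5648130) rose from 113 ± 12.1 CPM (SD, n = 5) to 236 ± 135 CPM (SD, n = 4). For Rela, the log2 fold change was 1.06 (standard error 0.25, adjusted p = 0.00242). Relb (ENSMUSG00000002983, chromosome 7 from 19606217 to 19629438) rose from 26.4 ± 3.21 CPM (SD, n = 5) to 130.01 ± 83.9 CPM (SD, n = 4). For Relb, the log2 fold change was 2.31 (standard error 0.45, adjusted p = 0.000709). Replicate 3 of the infected mice had 597 CPM of Nfkb1, 438 CPM of Rela and 255 CPM of Relb, against at most 236, 181 and 97.7 CPM in the other 3 mice. Without it, Nfkb1 was no longer a DE gene. Jun (ENSMUSG00000052684, chromosome 4 from 95049034 to 95052222) rose from 306 ± 49.5 CPM (SD, n = 5) to 483 ± 94.0 CPM (SD, n = 4). For Jun, the log2 fold change was 0.66 (standard error 0.17, adjusted p = 0.00347). Fos (ENSMUSG00000021250, chromosome 12 from 85473890 to 85477273) rose from 48.0 ± 28.2 CPM (SD, n = 5) to 158 ± 137 CPM (SD, n = 4). For Fos, the log2 fold change was 1.73 (standard error 0.54, adjusted p = 0.0155). In Jun and Fos, the mice of the groups overlapped, and Fos lost its call without replicate 3 of the infected mice (362 CPM, against at most 106 in the others). Nfkb1 was not called under limma voom and Jun not when at least 10 counts were required in every sample. A test against a 1.5-fold change called neither Nfkb1, Rela, Jun nor Fos.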

Almost all of the genes in the network were upregulated (Fig. 3, red nodes) in the PA103-infected mice compared to the negative-control mice, and numerous chemokines from both the CXC and CC families were observed and interconnected with various transcription factors, including three NF-κB subunits, Jun, and Fos. In agreement with these observations, P. aeruginosa lung infections are known to lead to an influx of leukocytes, particularly neutrophils (39, 40), as confirmed here by an increase in neutrophils in BALF (Fig. 1).

**FIG 3:**
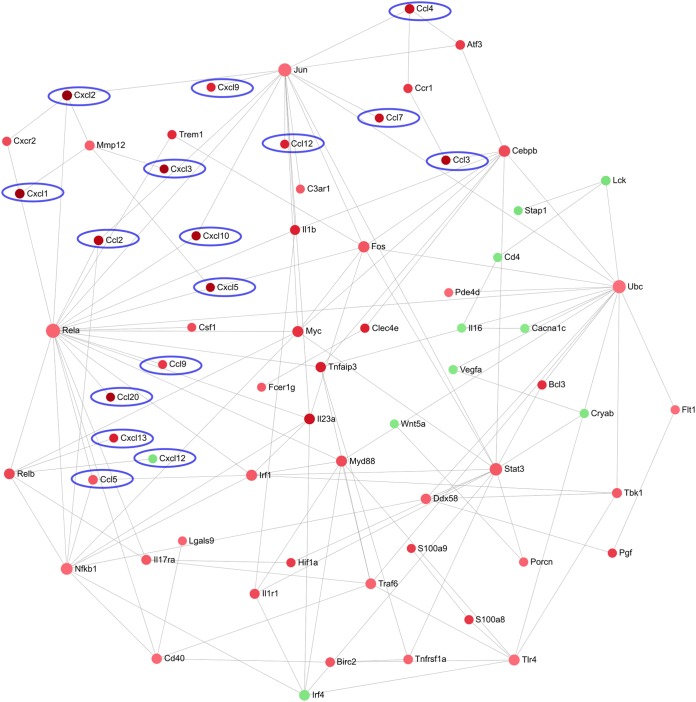
Zero-order protein-protein interaction network of DE genes that are associated with leukocyte migration and their interacting partners in the lungs of PA103-infected versus negative-control mice. The red nodes were upregulated and the green nodes were downregulated in the PA103 group. A darker color indicates a stronger change. Chemokines are circled in blue.

The pathway analysis also showed multiple pathways related to cell and tissue differentiation or structure, including collagen, integrins, and ECM organization (Table 2). Therefore, genes involved in ECM organization were also used to create a protein-protein interaction network (Fig. 4). The upregulated DE genes included *Mmp9*, which encodes a matrix metalloproteinase that is upregulated and released during numerous lung injury models and that decreases ECM integrity (41). 

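In negative-control and PA103-infected lungs, Mmp9 (ENSMUSG00000017737, chromosome 2 from 164940780 to 164955850) rose from 23.9 ± 16.0 CPM (SD, n = 5) to 149.8 ± 63.4 CPM (SD, n = 4). For Mmp9, the log2 fold change was 2.57 (standard error 0.47, adjusted p = 0.000468). The infected mice ranged from 94.4 to 226 CPM and the negative-control mice from 11.3 to 51.7 CPM. The highest control mouse, replicate 3, was far above the other 4 (at most 20.6 CPM). Mmp9 kept its call in all 9 fits that each left out 1 mouse.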

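In PA103-infected compared with negative-control lungs, Col5a1 (ENSMUSG00000026837, chromosome 2 from 27886425 to 28039514) fell from 129 ± 23.1 CPM (SD, n = 5) to 70.7 ± 19.8 CPM (SD, n = 4). For Col5a1, the log2 fold change was -0.87 (standard error 0.21, adjusted p = 0.00243). It was not called in a test against a 1.5-fold change. All 10 genes drawn as downregulated in Fig. 4 were downregulated DE genes, with a median log2 fold change of -1.31. Of the 30 drawn as upregulated, 29 were upregulated DE genes, with a median of 1.24. As in Fig. 3, the genes drawn came from the same libraries, so this agreement was largely fixed in advance.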

Downregulated DE genes included several for chains of types of collagen, the major fibrous component of the ECM (32). These data are consistent with the breakdown of tissues in the lung.

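Of 28 integrin genes tested in the lungs, 10 were upregulated (Fisher's exact test, adjusted p = 0.0311) and 5 downregulated. The median log2 fold change over the family was 0.13 and became -0.15 with DESeq2. For the upregulated Mmp9 and several downregulated genes for collagen chains, the paper names tissue breakdown in the lung as a reading that would fit.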

**FIG 4:**
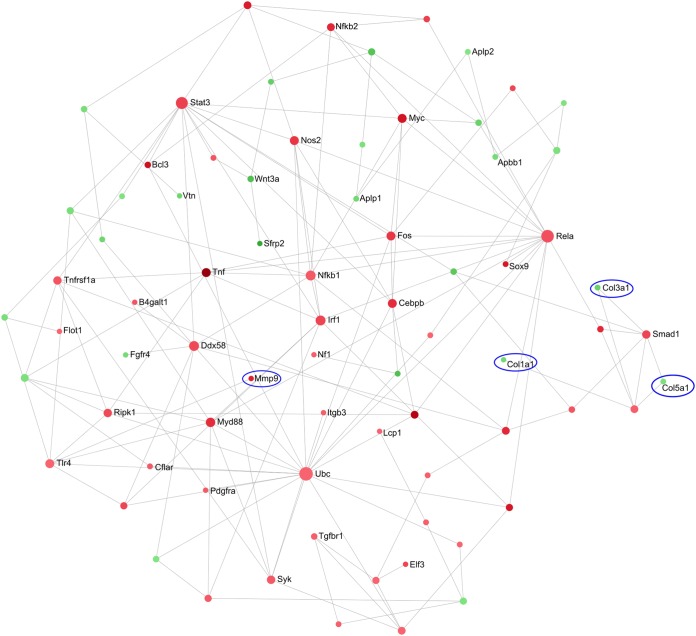
Zero-order protein-protein interaction network of DE genes that are associated with ECM organization and their interacting partners in the lungs of PA103-infected versus negative-control mice. The red nodes were upregulated and the green nodes were downregulated in the PA103 group. A darker color indicates a stronger change. The genes for matrix metalloproteinase MMP-9 and components of collagen are circled in blue.

The RNA-Seq results for the lungs also pointed to substantial changes in metabolism or nutrient acquisition, including metabolism of water-soluble vitamins and cofactors, iron uptake and transport (31), pyruvate metabolism, and mitochondrial fatty acid beta-oxidation (Table 2). Many of these pathways involve genes that were downregulated in the PA103-infected mice compared to the control mice.

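Among 26 genes of mitochondrial fatty acid beta-oxidation tested, 14 were downregulated in PA103-infected lungs (Fisher's exact test, adjusted p = 0.000488) and 1 (Acadl) was upregulated. The median log2 fold change of the 26 genes was -0.69. Of 21 genes of pyruvate metabolism, 6 (Dld, Ldha, Pdk4, Ppard, Slc16a1 and Slc16a3) were upregulated and 4 (Bsg, Ldhb, Pdk2 and Pdp1) were downregulated, with adjusted p values of 0.242 and 1 by the same test. For 79 genes of the respiratory chain, 7 were downregulated (adjusted p = 0.0715) and 0 upregulated, fewer upregulated genes than among the rest of the genes tested (adjusted p = 2.63e-05). With DESeq2, 1 of 84 respiratory chain genes was upregulated (adjusted p = 0.0171).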

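In the blood, 778 genes were upregulated and 739 downregulated in the 4 PA103-infected mice compared with the 3 negative-control mice. More than 32-fold changes were measured for 25 of the 1517. By the same rule as in the lungs, the 5 largest rises were those of Mt2, Ltf, Ngp, Lipg and Ccl17, and the 5 largest falls those of Igkv1-135, Cr2, Fcer2a, F730311O21Rik and March3. Mt2 (ENSMUSG00000031762, chromosome 8 from 94172664 to 94173568) had 71.4 ± 121 CPM (SD, n = 4) in infected mice and no read in the controls. For Mt2, the log2 fold change was 10.14 (standard error 2.95, adjusted p = 0.0352). The level of Mt2 was 253 CPM in replicate 4 and 6.53 to 17.9 CPM in the others, and the call was lost in 3 of the 7 fits that each left out 1 mouse. Lipg (ENSMUSG00000053846, chromosome 18 from 74939322 to 74961263) and Ccl17 (ENSMUSG00000031780, chromosome 8 from 94810453 to 94812036) were also without a read in the controls and had 17.6 ± 11.5 CPM (SD, n = 4) and 11.2 ± 8.91 CPM (SD, n = 4) in infected mice. For Lipg, the log2 fold change was 8.34 (standard error 1.74, adjusted p = 0.00963). For Ccl17, the log2 fold change was 7.39 (standard error 1.38, adjusted p = 0.00448). Replicate 4 had 24.5 CPM of Ccl17 and the others at most 7.83 CPM. Cr2 (ENSMUSG00000026616, chromosome 1 from 195136811 to 195176716) fell from 11.9 ± 3.88 CPM (SD, n = 3) to 0.492 ± 0.495 CPM (SD, n = 4). For Cr2, the log2 fold change was -4.85 (standard error 0.63, adjusted p = 0.00115). Fcer2a (ENSMUSG00000005540, chromosome 8 from 3681737 to 3694175) fell from 52.4 ± 18.9 CPM (SD, n = 3) to 2.62 ± 1.78 CPM (SD, n = 4). For Fcer2a, the log2 fold change was -4.34 (standard error 0.71, adjusted p = 0.00292). Igkv1-135 (ENSMUSG00000096336, chromosome 6 from 67609713 to 67610508) had a log2 fold change of -4.95 (standard error 0.91, adjusted p = 0.00292). F730311O21Rik (ENSMUSG00000100658, chromosome 1 from 132342023 to 132349626) had -4.13 (standard error 0.61, adjusted p = 0.00115). March3 (ENSMUSG00000032656, chromosome 18 from 56761716 to 56925548) had -3.94 (standard error 0.95, adjusted p = 0.0145), and was not called when genes were only required to have 1 count in the tissue. With hemoglobin and other red-cell genes and the 10 most abundant genes left out before normalization, an alternative chosen after the data were seen, there were 1500 DE genes in the blood.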

In the blood, there were 686 upregulated and 641 downregulated DE genes in the PA103-infected mice compared to the negative-control mice. 

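In negative-control and PA103-infected blood, Lcn2 (ENSMUSG00000026822, chromosome 2 from 32384633 to 32388252) rose from 9.16 ± 8.16 CPM (SD, n = 3) to 707 ± 466 CPM (SD, n = 4). For Lcn2, the log2 fold change was 6.15 (standard error 1.02, adjusted p = 0.00277). Cd177 (ENSMUSG00000052212, chromosome 7 from 24743983 to 24760311) rose from 3.35 ± 1.46 CPM (SD, n = 3) to 143 ± 100.2 CPM (SD, n = 4). For Cd177, the log2 fold change was 5.28 (standard error 1.03, adjusted p = 0.00617). Ngp (ENSMUSG00000032484, chromosome 9 from 110419747 to 110423012) rose from 3.58 ± 2.00 CPM (SD, n = 3) to 1352 ± 802 CPM (SD, n = 4). For Ngp, the log2 fold change was 8.62 (standard error 1.54, adjusted p = 0.00389). Camp, for CRAMP (ENSMUSG00000038357), rose from 0.769 ± 1.04 CPM (SD, n = 3) to 129 ± 72.9 CPM (SD, n = 4). For Camp, the log2 fold change was 7.04 (standard error 1.56, adjusted p = 0.0105). Ltf, for lactotransferrin (ENSMUSG00000032496, chromosome 9 from 111019271 to 111042767), rose from 0.938 ± 0.896 CPM (SD, n = 3) to 332 ± 265 CPM (SD, n = 4), with 1 read in each of the 3 negative-control libraries. For Ltf, the log2 fold change was 9.03 (standard error 1.94, adjusted p = 0.00919). Every infected mouse lay above every control mouse for these 5 genes. The infected mice themselves ranged widely, from 167 to 1223 CPM for Lcn2 and from 18.6 to 239 CPM for Cd177.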

As with the lungs, several of the most upregulated DE genes in the blood were associated with infection and inflammation, such as *Lcn2*, *Cd177*, *Ngp*, and other genes associated with neutrophil-induced inflammation, and the genes for the host defense peptide CRAMP and iron-sequestering lactotransferrin. 

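Of the 1517 DE genes in the blood, 888 (58.5%) were not DE genes in the lungs, 408 of them upregulated and 480 downregulated in the blood. In the lungs, 34 of the 888 were not tested and 203 had an adjusted p under 0.05 but a change smaller than 1.5-fold. Of the 854 that were tested, 487 (57.0%) moved in the same direction. A joint fit of both tissues tested the difference between them, and the response to infection differed between blood and lungs for 564 of the 888 genes (63.5%). Lungs and blood were sequenced on different instruments, so that tissue and instrument could not be separated. Cd72 (ENSMUSG00000028459, chromosome 4 from 43446462 to 43454628) fell from 26.3 ± 8.23 CPM (SD, n = 3) to 1.77 ± 0.655 CPM (SD, n = 4). For Cd72, the log2 fold change was -3.65 (standard error 0.53, adjusted p = 0.00115). In the lungs, the log2 fold change of Cd72 was -0.55 (adjusted p = 0.226). Ltbr, the current symbol for Tnfrsf3 (ENSMUSG00000030339, chromosome 6 from 125306571 to 125313885), rose from 3.56 ± 2.76 CPM (SD, n = 3) to 26.4 ± 8.55 CPM (SD, n = 4). For Ltbr, the log2 fold change was 2.60 (standard error 0.48, adjusted p = 0.00313). In the lungs, it was 0.51 (adjusted p = 0.00928). C1qa (ENSMUSG00000036887, chromosome 4 from 136895917 to 136898803) rose from 7.22 ± 3.66 CPM (SD, n = 3) to 66.5 ± 79.9 CPM (SD, n = 4). For C1qa, the log2 fold change was 3.04 (standard error 0.83, adjusted p = 0.0242). C4b (ENSMUSG00000073418, chromosome 17 from 34728380 to 34743882) rose from 8.63 ± 3.93 CPM (SD, n = 3) to 95.3 ± 133 CPM (SD, n = 4). For C4b, the log2 fold change was 3.30 (standard error 1.01, adjusted p = 0.0367). Replicate 4 of the infected mice had 186 CPM of C1qa and 295 CPM of C4b, against at most 30.8 and 41.5 CPM in the other 3. The calls were lost in 2 (C1qa) and 4 (C4b) of the 7 fits that each left out 1 mouse and for both when edgeR was fitted to only the 2 groups compared. Compared with negative-control blood, IDR-1002 control blood had log2 fold changes of 2.67 for C1qa and 2.92 for C4b, each with an adjusted p of 1. In the lungs, the log2 fold change with infection was 0.15 for C1qa (adjusted p = 0.662), ranging from -0.21 to 0.43 when 1 mouse was left out in turn, and 0.31 for C4b (adjusted p = 0.184). The change in the blood was larger than that in the lungs by 2.02 for Ltbr (adjusted p = 0.00230), 2.72 for C1qa (adjusted p = 0.0212) and 2.82 for C4b (adjusted p = 0.0320) on the log2 scale. For Cd72, the difference was -3.11 (adjusted p = 0.00364). In limma voom fits of both tissues without and with the animal number of the libraries as a block, chosen after seeing the values, 515 and 537 of the 888 genes differed, and the difference was not called for C4b (adjusted p = 0.158 and 0.142).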

There were 729 genes that were differentially expressed in the blood, but not the lungs, which included *Cd72*, *Tnfrsf3*, and complement-associated genes, such as *C1qa* and *C4b*. These differences between the local (lung) and distant (blood) gene expression responses were reflected in the dysregulated pathways (Table 3), with fewer inflammatory pathways involved and the observation of novel pathways. 

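In negative-control and PA103-infected blood, Ccl2 (ENSMUSG00000035385) rose from 0.118 ± 0.205 CPM (SD, n = 3) to 16.9 ± 10.1 CPM (SD, n = 4). For Ccl2, the log2 fold change was 5.99 (standard error 1.35, adjusted p = 0.0102). Tnf (ENSMUSG00000024401) rose from 0.281 ± 0.252 CPM (SD, n = 3) to 10.2 ± 1.94 CPM (SD, n = 4). For Tnf, the log2 fold change was 4.60 (standard error 1.18, adjusted p = 0.0159). The call of Tnf was lost in 2 of the 7 fits that each left out 1 mouse. Il6 and Cxcl1 were left out of the tests in the blood by the filter on low counts, with 0 to 6 reads per infected mouse for each gene, 0 or 1 per control mouse for Il6 and 0 for Cxcl1. For the difference between serum proteins and blood RNA, the paper proposes differences in kinetics or mobilization of cytokines from the lung into the blood.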

While IL-6, MCP-1, and KC were significantly upregulated in the serum and TNF-α showed a trend toward upregulation, only the genes for MCP-1 and TNF-α were significantly upregulated in the blood, probably reflecting differences in kinetics for these cytokines and chemokines and/or mobilization of some cytokines from the lung into the blood. Among the downregulated DE genes, there were several involved with B cell signaling responses, activation, and antigen presentation. Similarly, SIGORA also demonstrated pathways related to an immune response, including TLR, interferon, and chemokine signaling, as well as major histocompatibility complex (MHC) class II antigen presentation and B cell signaling pathways (Table 3).

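Of 25 genes of B cell receptor signaling tested in the blood, 16 were downregulated and 0 upregulated in PA103-infected mice, with a median log2 fold change of -1.66 (Fisher's exact test, adjusted p = 3.72e-09). With DESeq2, 17 of the 25 were downregulated. Of 10 genes of MHC class II antigen presentation tested, 4 were downregulated, with a median log2 fold change of -0.16 and an adjusted p of 0.0566 by the same test. In the lungs of the same comparison, 15 of the 25 B cell genes (adjusted p = 5.87e-05) and 7 of 11 MHC class II genes (adjusted p = 0.00528) were downregulated.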

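Of 13 chemokine genes tested in the blood, 9 were upregulated and 0 downregulated (Fisher's exact test, adjusted p = 1.02e-05). Among 68 genes for subunits of the respiratory chain, 19 were upregulated (adjusted p = 0.000582), as were 17 of 41 proteasome genes (adjusted p = 6.58e-06). With DESeq2, 12 genes of each of these families were upregulated. Across genes, the log2 fold changes of this comparison had Spearman correlations of 0.270 with GC content and -0.324 with gene length. The families were not retested with these trends removed, so a part of the trends in these counts remains open.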

**TABLE 3:**
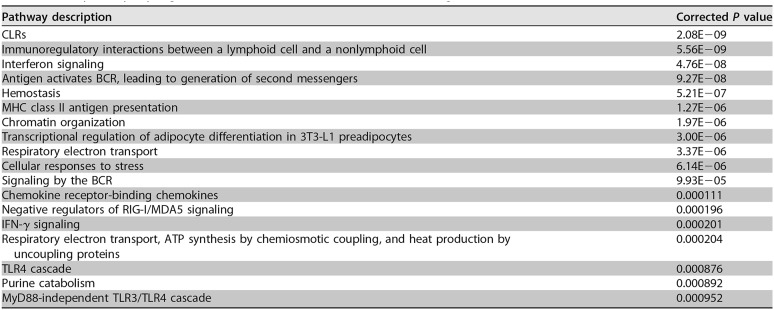
Host pathways dysregulated in the blood of PA103-infected versus negative-control mice

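Of the 98 genes drawn as upregulated in Fig. 5, all had a higher level in PA103-infected than in negative-control blood, 94 of them as DE genes, with a median log2 fold change of 1.70. Of the 65 genes drawn as downregulated, 64 were tested and had a lower level, 58 as DE genes, with a median log2 fold change of -1.57. As in Fig. 3, the genes drawn came from the same libraries, so this agreement was largely fixed in advance.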

A zero-order interaction network for the blood (Fig. 5) showed a mixture of up- and downregulated genes. Prominent hubs for upregulated genes included *Rela*, encoding a subunit of the transcription factor NF-κB; *MyD88*; and *Cebpa* and *Cebpb*, encoding two members of the CCAAT/enhancer binding protein (C/EBP) transcription factor family that are involved in lung inflammation (42). 

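In negative-control and PA103-infected blood, Rela (ENSMUSG00000024927) rose from 14.6 ± 4.51 CPM (SD, n = 3) to 35.8 ± 8.12 CPM (SD, n = 4). For Rela, the log2 fold change was 1.20 (standard error 0.29, adjusted p = 0.0109). Myd88 (ENSMUSG00000032508, chromosome 9 from 119335934 to 119341411) rose from 17.8 ± 5.36 CPM (SD, n = 3) to 42.2 ± 8.48 CPM (SD, n = 4). For Myd88, the log2 fold change was 1.23 (standard error 0.33, adjusted p = 0.0159). It was not called in 1 of the 7 fits that each left out 1 mouse. Cebpb (ENSMUSG00000056501, chromosome 2 from 167688915 to 167690418) rose from 27.7 ± 6.85 CPM (SD, n = 3) to 123 ± 20.7 CPM (SD, n = 4). For Cebpb, the log2 fold change was 2.20 (standard error 0.38, adjusted p = 0.00258). Cebpa (ENSMUSG00000034957, chromosome 7 from 35119293 to 35121928) rose from 8.35 ± 2.22 CPM (SD, n = 3) to 35.2 ± 27.9 CPM (SD, n = 4). For Cebpa, the log2 fold change was 1.88 (standard error 0.63, adjusted p = 0.0494). The call of Cebpa was lost in 5 of the 7 fits that each left out 1 mouse and with DESeq2's size factors in edgeR. Among these 4 genes, a test against a 1.5-fold change called Cebpb only.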

The downregulated gene *Sp3*, which encodes a proteinase inhibitor, was also a hub.

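Sp3, which the annotation lists as a protein-coding gene (ENSMUSG00000027109, chromosome 2 from 72936427 to 72980446), fell from 16.2 ± 3.65 CPM (SD, n = 3) in negative-control to 7.12 ± 1.98 CPM (SD, n = 4) in PA103-infected blood. For Sp3, the log2 fold change was -1.17 (standard error 0.32, adjusted p = 0.0180). In the 4 infected mice 8 to 23 reads of Sp3 were counted and in the 3 control mice 10 to 35. The call of Sp3 was lost in 1 of the 7 fits that each left out 1 mouse and in a test against a 1.5-fold change. The change of Sp3 in the blood differed from that in the lungs by -1.41 on the log2 scale (adjusted p = 0.00224).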

**FIG 5:**
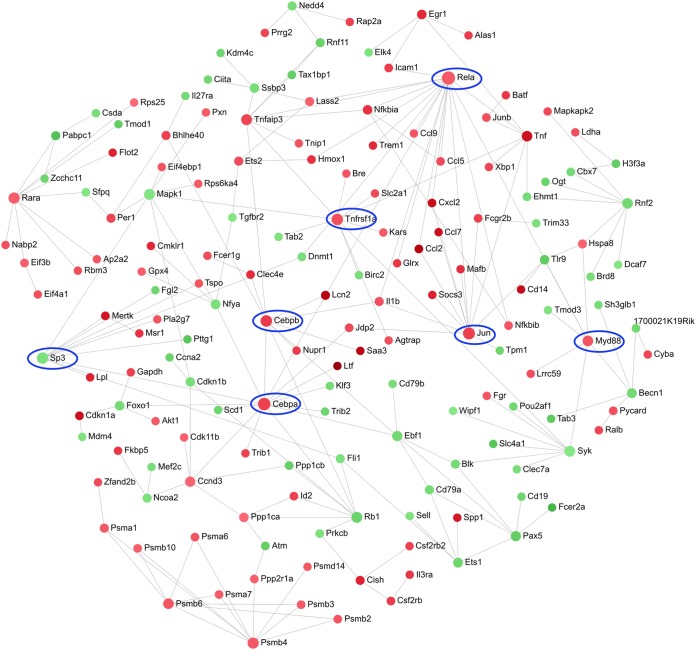
Zero-order protein-protein interaction network of DE genes in the blood of PA103-infected versus negative-control mice. The red nodes were upregulated and the green nodes were downregulated in the PA103 group. A darker color indicates a stronger change. Several key genes involved in the immune response to infection are circled in blue.

### Administration of IDR-1002 reduced innate immune and inflammatory responses induced by P. aeruginosa in the lungs and blood.

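Csf3 (ENSMUSG00000038067) was counted at 1 read in the 5 IDR-1002 control lungs, in replicate 5, and at 0 reads in the 5 negative-control lungs. Saa2 (ENSMUSG00000057465) was counted at 0 reads in the IDR-1002 control lungs and at 2 reads in the negative-control lungs, both in replicate 3. The summed counts on all genes were 10384010 and 13028279 for these groups. In edgeR, the log2 fold changes were 1.39 (standard error 6.49) for Csf3 and -1.82 (standard error 4.87) for Saa2, each with an adjusted p of 1. DESeq2 fitted to all 4 groups, which included 1840 reads of Csf3 and 222 reads of Saa2 in the PA103-infected lungs, gave log2 fold changes of 13.48 (adjusted p = 0.0220) and -15.41 (adjusted p = 0.000152). Fitted to the 2 uninfected groups alone, it gave 0.77 and -0.70, each with an adjusted p of 0.9999.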

The application of IDR-1002 to uninfected mice led to only two DE genes in the lungs, *Csf3* and *Saa2*, the genes encoding granulocyte colony-stimulating factor (G-CSF) and serum amyloid A2, which were upregulated and downregulated, respectively, compared to the negative-control mice. However, while the response in uninfected mice was limited, the prophylactic administration of IDR-1002 in combination with PA103 infection had a large impact on the transcriptome. 

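The difference between the effect of IDR-1002 in infected and in uninfected lungs was tested as an interaction, and 24 of 12889 genes passed the thresholds, 23 with a more positive and 1 with a more negative effect in infected mice. An unadjusted p under 0.05 was found for 2938 genes. In the blood, 0 genes passed and 512 had an unadjusted p under 0.05. With another method, the count in the lungs became 543 with DESeq2, 828 with limma voom and 0 with glmTreat.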

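Of the 1896 DE genes between the 5 IDR-1002 treatment and the 4 PA103-infected lungs, 1062 were upregulated and 834 downregulated in the treatment mice, 14.7% of the genes tested. For 507 of them (26.7%), every treatment mouse lay on the same side of every PA103-infected mouse, and for the rest the mice of the groups overlapped. The count depended on which mice were in the fit. When edgeR was fitted to these 2 groups alone, 0 genes were DE genes, and DESeq2 fitted to the 2 groups gave 509. With DESeq2 on all 4 groups, 2109 DE genes were found. A test against a 1.5-fold change left 5. With 1 mouse left out in turn, the count ranged from 379, without PA103-infected replicate 3, to 2744, without PA103-infected replicate 2.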

The comparison between the IDR-1002 treatment and PA103-infected groups showed 2,111 DE genes in the lungs, with 1,110 upregulated and 1,001 downregulated DE genes. 

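In the lungs, the means of all 4 genes were lower in IDR-1002 treatment than in PA103-infected mice, and none was a DE gene. Ccl2, for MCP-1, fell from 182 ± 168 CPM (SD, n = 4) in PA103-infected to 53.0 ± 71.1 CPM (SD, n = 5) in treatment mice. For Ccl2, the log2 fold change was -1.70 (standard error 0.90, adjusted p = 0.184). Cxcl1, for KC, fell from 532 ± 592 CPM (SD, n = 4) to 129 ± 188 CPM (SD, n = 5). For Cxcl1, the log2 fold change was -1.99 (standard error 1.09, adjusted p = 0.198). Il6 (ENSMUSG00000025746) fell from 268 ± 386 CPM (SD, n = 4) to 46.7 ± 86.1 CPM (SD, n = 5). For Il6, the log2 fold change was -2.39 (standard error 1.09, adjusted p = 0.125). Tnf (ENSMUSG00000024401) fell from 112 ± 165 CPM (SD, n = 4) to 19.5 ± 29.5 CPM (SD, n = 5). For Tnf, the log2 fold change was -2.33 (standard error 0.88, adjusted p = 0.0691). In treatment replicates 1 to 5, the levels were 0.973, 135, 127, 0.724 and 1.47 CPM of Ccl2 and 0.486, 414, 231, 0.724 and 0 CPM of Cxcl1. The same mice had 0, 198, 34.3, 0 and 0.735 CPM of Il6 and 4.38, 71.3, 16.2, 1.45 and 4.41 CPM of Tnf. The SD was larger than the mean for each of the 4 genes in the treatment mice. Under limma voom with sample quality weights all 4 were called as DE genes with a lower level in the treatment mice. Of the 9 fits that each left out 1 mouse, Tnf was called in 3, Il6 in 1, and Ccl2 and Cxcl1 in 0.

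**Figure D1:**
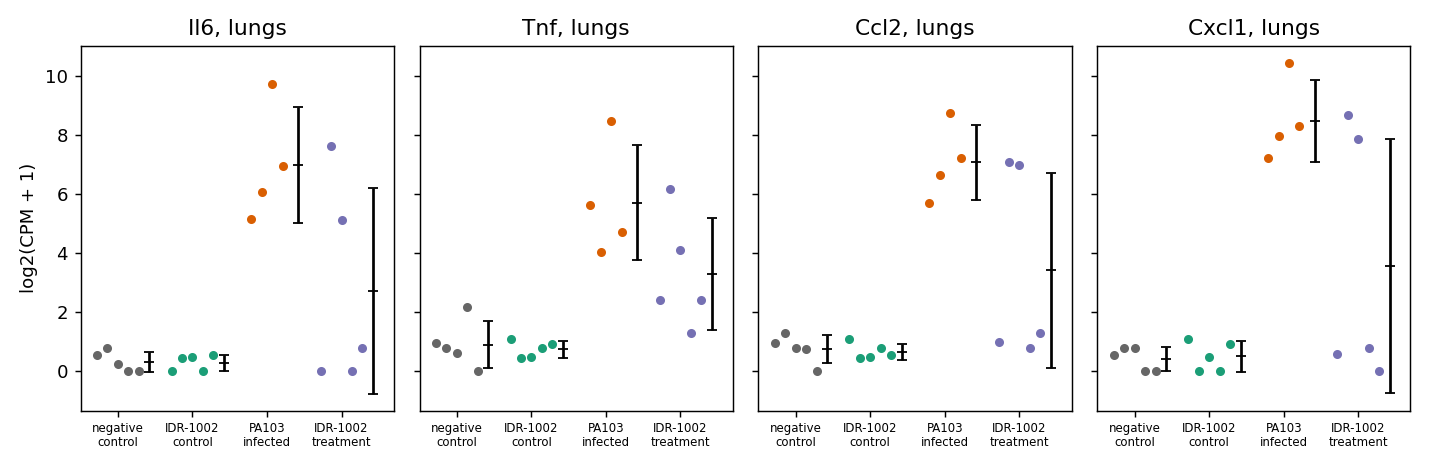
Level of Il6, Tnf, Ccl2 and Cxcl1 in the lungs as log2(CPM + 1), with a point per mouse and bars for the mean and SD of each of the 4 groups. For Il6, the 4 PA103-infected mice lie between 35.1 and 845 CPM and the 5 IDR-1002 treatment mice between 0 and 198 CPM, while no negative-control mouse is above 0.729 CPM.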

The genes for the four proteins examined in ELISAs, namely, MCP-1, KC, IL-6, and TNF-α, showed a trend toward downregulation in the IDR-1002 treatment mice but were not significantly differentially expressed. Compared to the PA103-infected mice, the IDR-1002 treatment mice had the genes for several chemokines downregulated, including *Ccl4*, *Cxcl10*, *Ccl11*, and *Cxcl13*, along with many other inflammatory-response genes. In contrast, the upregulated genes were more diverse. 

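In PA103-infected and IDR-1002 treatment lungs, Ccl4 (ENSMUSG00000018930, chromosome 11 from 83662584 to 83664683) fell from 67.1 ± 109.5 CPM (SD, n = 4) to 5.79 ± 9.24 CPM (SD, n = 5). For Ccl4, the log2 fold change was -3.20 (standard error 0.96, adjusted p = 0.0312). Cxcl10 (ENSMUSG00000034855, chromosome 5 from 92346638 to 92348889) fell from 785 ± 995 CPM (SD, n = 4) to 92.7 ± 114 CPM (SD, n = 5). For Cxcl10, the log2 fold change was -3.04 (standard error 0.99, adjusted p = 0.0429). Ccl11 (ENSMUSG00000020676, chromosome 11 from 82057823 to 82062955) fell from 32.5 ± 32.6 CPM (SD, n = 4) to 5.13 ± 2.12 CPM (SD, n = 5). For Ccl11, the log2 fold change was -2.57 (standard error 0.57, adjusted p = 0.0103). Every treatment mouse lay below every PA103-infected mouse in Ccl11. Cxcl13 (ENSMUSG00000023078, chromosome 5 from 95956951 to 95961068) fell from 29.6 ± 14.9 CPM (SD, n = 4) to 5.82 ± 6.22 CPM (SD, n = 5). For Cxcl13, the log2 fold change was -2.20 (standard error 0.53, adjusted p = 0.0135). PA103-infected replicate 3 held 231 CPM of Ccl4, against 4.39 to 16.4 CPM in the other 3. The calls were lost in 4 (Ccl4), 5 (Cxcl10) and 1 (Ccl11) of the 9 fits that each left out 1 mouse, while that of Cxcl13 was kept in all 9. None of the 4 was called when edgeR was fitted to only the 2 groups compared. Of 29 chemokine genes tested, 8 were downregulated in the treatment mice (Fisher's exact test, adjusted p = 0.00640, and 8 with DESeq2). The 5 largest falls among DE genes without overlap between mice were those of Dio2, Ccl11, Sdcbp2, a lincRNA gene (ENSMUSG00000087684, chromosome 2 from 167827693 to 167833646) and Ifi205. Dio2 (ENSMUSG00000007682, chromosome 12 from 90724552 to 90738438) had a log2 fold change of -3.87 (standard error 0.68, adjusted p = 0.00629). Sdcbp2 (ENSMUSG00000027456, chromosome 2 from 151572622 to 151590005) had -2.41 (standard error 0.50, adjusted p = 0.00819). The lincRNA gene had -2.30 (standard error 0.55, adjusted p = 0.0139). Ifi205 (ENSMUSG00000054203, chromosome 1 from 174011998 to 174031810) had -2.20 (standard error 0.55, adjusted p = 0.0162). Without PA103-infected replicate 3, Sdcbp2 (34.2 CPM in that mouse, at most 10.3 CPM in the others), the lincRNA gene and Ifi205 were no longer DE genes.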

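The 5 largest rises in IDR-1002 treatment compared with PA103-infected lungs, among DE genes without overlap between mice, were those of Col17a1, Fgf18, Fras1, Abcg3 and B430010I23Rik. Col17a1 (ENSMUSG00000025064) rose from 0.288 ± 0.341 CPM (SD, n = 4) to 5.32 ± 3.41 CPM (SD, n = 5). For Col17a1, the log2 fold change was 3.82 (standard error 0.64, adjusted p = 0.00524). Fgf18 (ENSMUSG00000057967, chromosome 11 from 33117430 to 33147400) rose from 0.658 ± 0.472 CPM (SD, n = 4) to 7.46 ± 4.52 CPM (SD, n = 5). For Fgf18, the log2 fold change was 3.44 (standard error 0.62, adjusted p = 0.00612). Fras1 (ENSMUSG00000034687, chromosome 5 from 96373955 to 96784728) rose from 1.65 ± 0.938 CPM (SD, n = 4) to 13.8 ± 7.59 CPM (SD, n = 5). For Fras1, the log2 fold change was 3.00 (standard error 0.48, adjusted p = 0.00354). Abcg3 (ENSMUSG00000029299, chromosome 5 from 104935057 to 104982718) rose from 1.35 ± 1.42 CPM (SD, n = 4) to 8.70 ± 5.39 CPM (SD, n = 5). For Abcg3, the log2 fold change was 2.98 (standard error 0.60, adjusted p = 0.00740). Treatment replicate 1 had 18.0 CPM of Abcg3 and the other treatment mice at most 7.35 CPM. B430010I23Rik, annotated as an antisense transcript (ENSMUSG00000084960, chromosome 8 from 41017468 to 41024216), rose from 3.38 ± 2.73 CPM (SD, n = 4) to 26.2 ± 16.4 CPM (SD, n = 5). For B430010I23Rik, the log2 fold change was 2.89 (standard error 0.55, adjusted p = 0.00692). When edgeR was fitted to only the 2 groups compared, Fgf18, Fras1, Abcg3 and B430010I23Rik were not called, and Col17a1 had too few counts to be tested. Of 26 genes of mitochondrial fatty acid beta-oxidation, 8 were upregulated in the treatment mice (Fisher's exact test, adjusted p = 0.00954), as were 5 of 14 genes of intraflagellar transport (adjusted p = 0.0341).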

In the overrepresentation analysis, 20 pathways were dysregulated in the IDR-1002 treatment mice compared to PA103-infected mice (Table 4). Four of these pathways, prolonged ERK activation events, IRF3-mediated induction of type I IFN, CRMPs in Sema3A signaling, and hyaluronan uptake and degradation, were not observed in the PA103-infected versus negative control comparison, while the other 16 pathways were also found in this comparison. The pathways common to these two comparisons indicated that the IDR-1002 treatment mice had similarities to the negative-control mice and therefore showed that the IDR-1002 treatment mice generally mitigated (reduced) the effects of infection. Indeed, a zero-order interaction network (Fig. 6) demonstrated that a large number of the downregulated genes in the IDR-1002 treatment mice compared to PA103-infected mice were associated with the inflammatory response, including *Myd88*, *Traf6*, *Rela*, *Nfkb2*, and many chemokine genes. 

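In PA103-infected and IDR-1002 treatment lungs, Myd88 (ENSMUSG00000032508) fell from 191 ± 79.5 CPM (SD, n = 4) to 103.2 ± 42.9 CPM (SD, n = 5). For Myd88, the log2 fold change was -0.87 (standard error 0.25, adjusted p = 0.0252). Traf6 (ENSMUSG00000027164, chromosome 2 from 101678429 to 101701669) fell from 107 ± 45.8 CPM (SD, n = 4) to 64.0 ± 13.8 CPM (SD, n = 5). For Traf6, the log2 fold change was -0.74 (standard error 0.22, adjusted p = 0.0255). Rela (ENSMUSG00000024927) fell from 236 ± 135 CPM (SD, n = 4) to 137 ± 45.8 CPM (SD, n = 5). For Rela, the log2 fold change was -0.77 (standard error 0.25, adjusted p = 0.0395). Nfkb2 (ENSMUSG00000025225, chromosome 19 from 46304320 to 46312385) fell from 243 ± 144 CPM (SD, n = 4) to 109.6 ± 64.0 CPM (SD, n = 5). For Nfkb2, the log2 fold change was -1.13 (standard error 0.36, adjusted p = 0.0377). Stat3 (ENSMUSG00000004040, chromosome 11 from 100885098 to 100939540), also a node of Fig. 6, fell from 789 ± 267 CPM (SD, n = 4) to 475 ± 172 CPM (SD, n = 5). For Stat3, the log2 fold change was -0.73 (standard error 0.21, adjusted p = 0.0223). The mice of the groups overlapped in each of these 5 genes. The call was lost in 5 of the 9 fits that each left out 1 mouse for Traf6 and in 4 for the others, and each lost it without PA103-infected replicate 3. With edgeR or DESeq2 fitted to only the 2 groups compared, none of the 5 was called. PA103-infected replicate 3 had 309.5 CPM of Myd88 and 458 CPM of Nfkb2, against at most 159 and 194 CPM in the other 3. Of the 124 genes drawn as downregulated in Fig. 6, 122 were tested, all 122 had a lower level in treatment mice and 97 were DE genes, with a median log2 fold change of -0.99. Of the 50 drawn as upregulated, 49 were tested, 48 had a higher level and 45 were DE genes, with a median log2 fold change of 0.82. As in Fig. 3, the genes drawn came from the same libraries, so this agreement was largely fixed in advance. Of the 5 genes for NF-κB subunits, 4 were downregulated (Fisher's exact test, adjusted p = 0.00281).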

Overall, these results indicated that, while the IDR-1002-treated mice still showed an immune response to infection, the response was muted compared to that of the PA103-infected mice.

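Compared with negative-control lungs, IDR-1002 treatment lungs had 621 DE genes (380 upregulated and 241 downregulated), of which 592 were also DE genes in PA103-infected lungs, all in the same direction, and 29 were not. Of the 4485 DE genes of PA103-infected lungs, 3893 were not DE genes in treatment lungs, a comparison that did not test the difference itself. Tested directly, 1785 of the 4485 were also DE genes between treatment and PA103-infected mice. Among 25 genes of B cell receptor signaling, 14 were downregulated in treatment compared with negative-control lungs (Fisher's exact test, adjusted p = 5.53e-17), as were 5 of 11 MHC class II genes (adjusted p = 1.57e-05). In the same comparison, 5 of 29 chemokine genes were upregulated (adjusted p = 0.0163). Genes of a family are not independent, so these p values describe the gene list and not the spread between mice. Taken per mouse, a list of 8 B cell genes gave an exact permutation p of 0.00794 for this comparison (adjusted p = 0.0556). From the pathways shared with the comparison of PA103-infected and negative-control mice and from the network of Fig. 6, the paper concludes that the treatment mice still responded to infection but that the response was muted.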

**TABLE 4:**
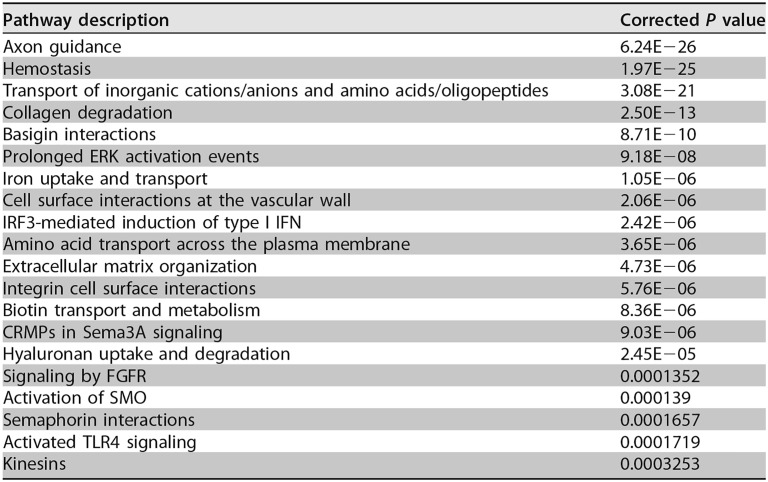
Host pathways dysregulated in the lungs of IDR-1002 treatment versus PA103-infected mice

**FIG 6:**
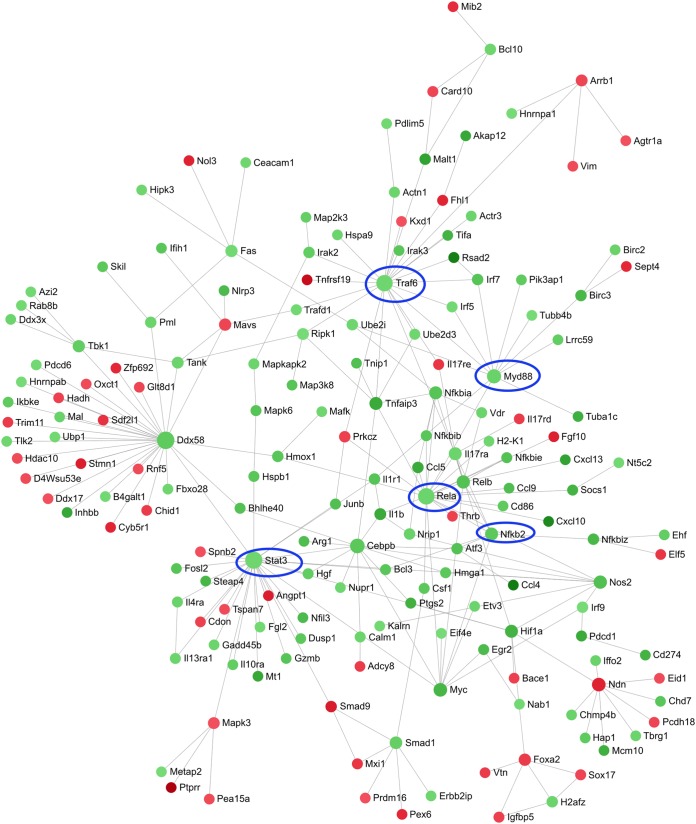
Zero-order protein-protein interaction network of DE genes in the lungs of IDR-1002 treatment versus PA103-infected mice. The red nodes were upregulated and the green nodes were downregulated in the treatment group. A darker color indicates a stronger change. Several key genes involved in the immune response to infection are circled in blue.

In the blood, no DE genes were detected for IDR-1002 control mice compared to negative-control mice. 

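Of 7171 genes tested in the blood, 0 passed the thresholds between the 3 IDR-1002 control and the 3 negative-control mice, with a lowest adjusted p of 0.857, and 155 had an unadjusted p under 0.05. When genes were only required to have 1 count in the tissue, 18 were DE genes, and with DESeq2 on all 4 groups there were 0. DE genes were also called by DESeq2 and by edgeR fitted to only the 2 groups compared, by limma voom and with the replicate number as a block. In simulated data with the spread of the blood libraries, the same in all groups, a change was set in 4 mice against 3. There, the edgeR test recovered 67.3% of genes changed by 4-fold and 7.84% of those changed by 2-fold. A change of 2-fold in the blood was thus mostly not detectable.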

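Ighd, annotated as an immunoglobulin constant gene (ENSMUSG00000104213, chromosome 12 from 113406604 to 113416324), was at 77.5 ± 69.6 CPM (SD, n = 3) in IDR-1002 treatment and 16.6 ± 3.36 CPM (SD, n = 4) in PA103-infected blood. For Ighd, the log2 fold change was 2.23 (standard error 0.45, adjusted p = 0.172). Treatment replicates 1 to 3 had 46.0, 157 and 29.2 CPM, each above the highest PA103-infected mouse (19.6 CPM). The adjusted p of Ighd was the lowest of the 7171 genes tested, and 0 genes passed the thresholds (675 with an unadjusted p under 0.05). With DESeq2 on all 4 groups, Ighd was the only DE gene, with a log2 fold change of 2.22 (adjusted p = 0.0449). More DE genes were found with shrunken fold changes, with DESeq2 fitted to only the 2 groups compared and with no low-count filter. When 1 mouse was left out in turn, the count ranged from 0 to 62, and Ighd was called in 2 of the 7 fits.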

There was also only one DE gene related to IDR-1002 treatment versus PA103-infected mice in the blood: *Ighd*, a gene encoding a heavy constant region of IgD, which was upregulated in the treatment group.

## DISCUSSION

Given our interest in characterizing the host immunomodulatory activities of IDR-1002, RNA-Seq analysis was performed on mice with prophylactic treatment with IDR-1002 prior to P. aeruginosa infection to eliminate any potential direct antimicrobial effects of the peptide on the bacteria. Infection with P. aeruginosa PA103 alone led to 4,739 DE host genes in the lungs and 1,327 DE host genes in the blood compared to the uninfected negative-control group. These numbers were greatly reduced by treatment with IDR-1002 in both the lungs and the blood compared to PA103 infection alone, indicating greater similarity of treatment mice with the uninfected negative-control mice. This was in agreement with the reduction in the bacterial CFU burden and the ELISA results indicating reduced cytokine and chemokine expression in the IDR-1002 treatment mice compared to the PA103-infected mice; however, levels remained above those seen in the negative-control or IDR-1002 control mice. 

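The number of DE genes against negative-control mice was 621 in IDR-1002 treatment and 4485 in PA103-infected lungs, and 166 and 1517 in the blood. Of the 166 in the blood, 137 were upregulated and 29 downregulated, and 159 were also DE genes in PA103-infected blood, all in the same direction. The tested difference between treatment and PA103-infected mice gave 1896 DE genes in the lungs and 0 in the blood (675 with an unadjusted p under 0.05). With each mouse left out in turn, the count of treatment against negative-control mice ranged from 231 to 1103 in the lungs and from 0 to 632 in the blood.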

The prophylactic use of IDR-1002 to treat PA103 infections led to a range of results with regard to individual mice, with some mice showing either complete or partial elimination of bacterial CFU and signs of inflammation, while a few showed results similar to those of the untreated PA103-infected mice. It is possible that this diversity might reflect the heterogeneity implicit in biological systems in response to both bacteria and peptide, microheterogeneity in the diet or microbiota of mice, or perhaps minor differences in bacterial infectious doses. Indeed, such variation in response to the immune modulator IDR-1002 has been observed with IDRs in other *in vivo* models, including IDR-1018 in a malaria model and IDR-1002 in i.p.-administered Escherichia coli and S. aureus models (20, 43). 

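An infection score was computed for each mouse from the RNA-Seq counts, as the mean log2 CPM of the genes upregulated minus that of the genes downregulated in PA103-infected compared with negative-control mice. The score was scaled to 0% for the mean of negative-control and 100% for the mean of PA103-infected mice, and for a mouse of these groups, genes and scale were taken without that mouse. In the lungs, IDR-1002 treatment replicates 1 to 5 scored 25.8%, 62.6%, 73.3%, 5.69% and 25.2%, a mean of 38.5% ± 28.3 (SD, n = 5). PA103-infected replicates 1 to 4 scored 85.3%, 60.7%, 145.7% and 80.8%, a mean of 93.1% ± 36.6 (SD, n = 4). Treatment replicates 2 and 3 thus lay within the range of the PA103-infected mice. The mean was 3.40% ± 4.58 (SD, n = 5) in negative-control and 2.71% ± 1.74 (SD, n = 5) in IDR-1002 control mice, and treatment replicate 4 lay within the range of the negative-control mice (-1.60% to 10.8%). An exact two-sided permutation test gave p = 0.0397 for treatment against PA103-infected mice (126 splits, adjusted p = 0.0794 over 4 tests) and p = 0.0159 against negative-control mice (252 splits, adjusted p = 0.06348). With the upregulated genes only, the exact p against PA103-infected mice was 0.0714, with the downregulated genes only 0.0238, and with any 1 treatment mouse left out 0.0571 to 0.0857. In the blood, treatment replicates 1 to 3 scored 83.2%, 36.0% and 83.1%, a mean of 67.4% ± 27.2 (SD, n = 3), and PA103-infected mice 90.4% ± 13.4 (SD, n = 4). Negative-control blood scored 16.3% ± 10.4 (SD, n = 3). In the blood, the exact p was 0.229 against PA103-infected mice (35 splits, adjusted p = 0.229) and 0.100 against negative-control mice (adjusted p = 0.133), where 0.100 is the smallest p that 20 splits allow. Against PA103-infected blood, the exact p was 0.429 with the upregulated genes only and 0.0286 with the downregulated genes only, the smallest that 35 splits allow. Against negative-control blood, it was 0.100 with the upregulated genes only and 0.200 with the downregulated genes only.

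**Figure D2:**
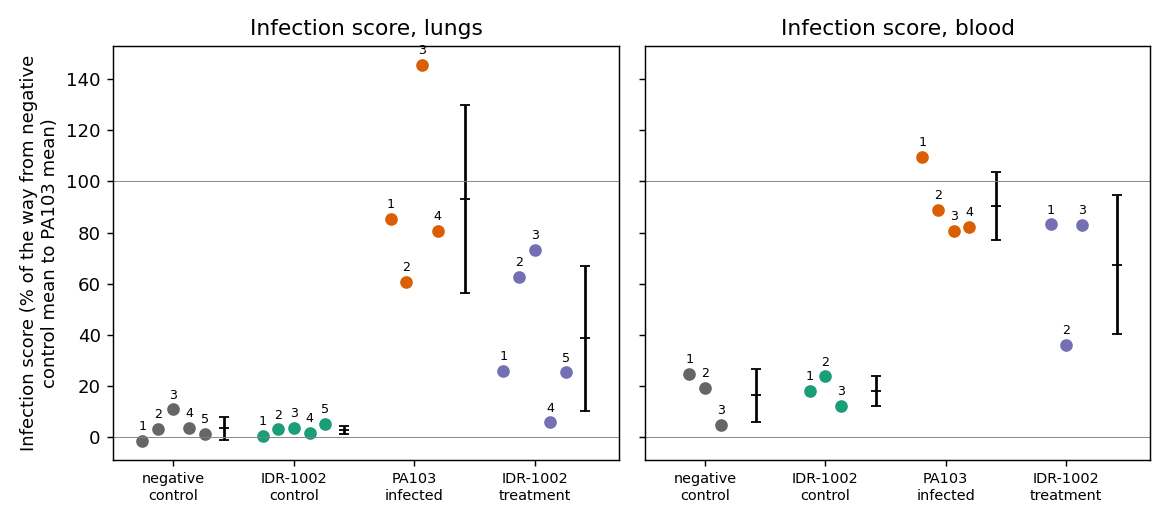
Infection score in percent for each mouse of the 4 groups in the lungs and in the blood, with the replicate number at each point, bars for the mean and SD, and lines at 0% and 100%. In the lungs, the IDR-1002 treatment mice spread from 5.69% to 73.3% and overlap both the uninfected mice, at most at 10.8%, and the PA103-infected mice, from 60.7% to 145.7%.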

Increasing the IDR-1002 dose or formulating it to improve delivery might improve its effectiveness in individual mice. 

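Of the 1896 DE genes between IDR-1002 treatment and PA103-infected lungs, 1895 (99.947%, 95% Wilson confidence interval 99.702% to 99.991% over genes) had the opposite sign in PA103-infected compared with negative-control lungs. Of the 1896, 1785 were DE genes there, all in the opposite direction. Across all 12889 genes tested, 87.4% had opposite signs. The log2 fold changes had a Pearson correlation of -0.840 and a Spearman correlation of -0.887, where genes are not independent replicates. The PA103-infected mice enter both comparisons, which by itself pulls the correlation down. The 4 PA103-infected mice were therefore divided so that a pair was compared with the treatment mice and the other pair with negative-control mice. Over the 6 ways to do so, the share of opposite signs across all genes was 73.1% to 77.9% and the Pearson correlation lay between -0.761 and -0.665. With the same pair in both comparisons, and thus as many mice, the share was 84.6% to 89.8%. Among the 1896 genes, which had been chosen with all 4 mice, the share was 98.8% to 99.8%. The paper concludes from the DE genes and the ELISA data that IDR-1002 reduced the inflammatory response to PA103.

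**Figure D3:**
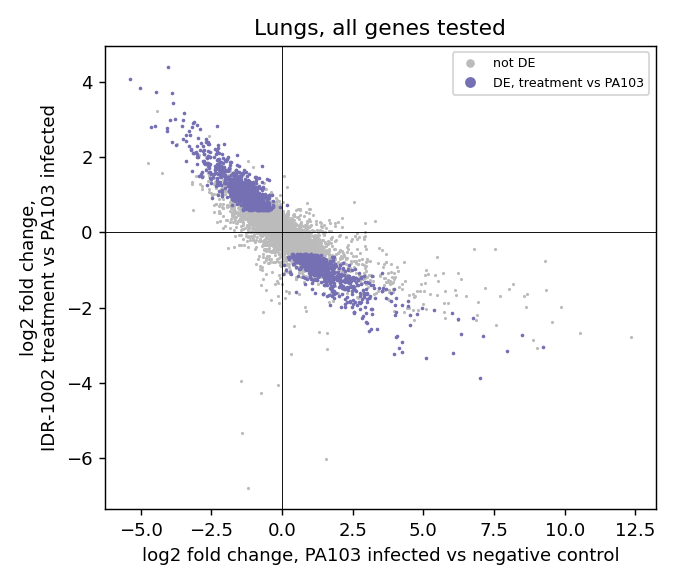
Log2 fold change of PA103-infected against negative-control lungs on the horizontal axis and of IDR-1002 treatment against PA103-infected lungs on the vertical axis, with a point for each of the 12889 genes tested and the 1896 DE genes of the second comparison in purple. The genes run from the upper left to the lower right, with 1895 of the 1896 DE genes in the quadrants of opposite sign.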

Regardless of this heterogeneity, there were still 2,111 DE genes in the lungs of the IDR-1002 treatment compared to those of PA103-infected but untreated mice, with the comparison of IDR-1002 treatment versus PA103-infected mice showing results almost opposite to those of the PA103-infected versus control mice, indicating that the treatment with IDR-1002 reduced the overwhelming inflammatory response induced by PA103, as seen with both the ELISA and the RNA-Seq results. 

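In the RNA-Seq counts, Ccl3 (ENSMUSG00000000982, chromosome 11 from 83647844 to 83649355) was at 0.503 ± 0.485 CPM (SD, n = 5) in negative-control, 159 ± 243 CPM (SD, n = 4) in PA103-infected and 14.7 ± 26.9 CPM (SD, n = 5) in IDR-1002 treatment lungs. With infection, the log2 fold change of Ccl3 was 7.94 (adjusted p = 0.000880), and in treatment against PA103-infected mice it was -3.16 (adjusted p = 0.0411). The call of Ccl3 in the treatment mice was lost in 5 of the 9 fits that each left out 1 mouse and with DESeq2, where the adjusted p was 0.131. PA103-infected replicate 3 had 523 CPM of Ccl3 and the other 3 at most 52.8 CPM. Cxcl10 (ENSMUSG00000034855) was at 1.24 ± 1.09 CPM (SD, n = 5) in negative-control, 785 ± 995 CPM (SD, n = 4) in PA103-infected and 92.7 ± 114 CPM (SD, n = 5) in IDR-1002 treatment lungs. With infection, the log2 fold change of Cxcl10 was 9.23 (adjusted p = 0.000234), and in treatment against PA103-infected mice it was -3.04 (adjusted p = 0.0429). Cxcl1 (ENSMUSG00000029380) was at 0.382 ± 0.364 CPM (SD, n = 5) in negative-control, 532 ± 592 CPM (SD, n = 4) in PA103-infected and 129 ± 188 CPM (SD, n = 5) in IDR-1002 treatment lungs. With infection, the log2 fold change of Cxcl1 was 9.87 (adjusted p = 0.000724), and in treatment against PA103-infected mice it was -1.99 (adjusted p = 0.198). Its fall in treatment mice was thus not called. Tnfrsf19 (ENSMUSG00000060548, chromosome 14 from 60963875 to 61046490) went the other way, at 70.0 ± 4.85 CPM (SD, n = 5) in negative-control, 10.8 ± 3.58 CPM (SD, n = 4) in PA103-infected and 44.7 ± 19.2 CPM (SD, n = 5) in IDR-1002 treatment lungs. With infection, the log2 fold change of Tnfrsf19 was -2.74 (adjusted p = 4.10e-06), and in treatment against PA103-infected mice it was 2.07 (adjusted p = 0.00157). Every treatment mouse lay above every PA103-infected mouse in Tnfrsf19, which was not called when edgeR was fitted to only these 2 groups.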

Selected genes identified by RNA-Seq were also validated using quantitative PCR (qPCR) (see Fig. S1 in the supplemental material) and showed trends similar to those in the RNA-Seq results, such as increases in chemokines with PA103 infection that were reduced by treatment with IDR-1002.

There were only two DE genes in IDR-1002 control versus negative-control mice for the lungs and none for the blood. Since the samples were collected 42 h after IDR-1002 administration, it was arguably unsurprising that few changes were seen at the transcriptional level. This indicates that the effect of IDR-1002 is likely to involve priming or polarizing the immune/protective response and that these changes were then potentiated by the additional stimulus of PA103 infection, whereas the mice given only IDR-1002 did not receive an additional signal to the immune system, which then returned essentially to baseline levels. For example, the anti-inflammatory cytokine IL-10 decreases signaling through MHC class II, and IDR-1002 has been shown to increase IL-10 secretion by peritoneal mouse macrophages stimulated *ex vivo*, although the overexpression of IL-10 in P. aeruginosa lung infections could have both beneficial and deleterious effects (20, 44, 45), which might also partly explain the differences in responses in individual IDR-1002 treatment mice.

The RNA-Seq results showed that multiple innate immunity and inflammation pathways were upregulated in the lungs and blood in response to P. aeruginosa. The large number of chemokine genes upregulated was consistent with the increased number of leukocytes seen in the BALF with PA103 infection. Intriguingly, P. aeruginosa lung infection, even in chronic conditions, such as CF, is associated with increased neutrophils in the lungs (40), a feature that was also seen in this acute P. aeruginosa lung infection model, together with the upregulation of many genes associated with neutrophil activation. The upregulation of numerous MMP genes and the decreased expression of genes involved in ECM organization pathways, as observed with the mice infected with PA103, also occurs in the early stages of lung disease, such as CF and COPD (46–49). As these diseases progress, the deposition of certain classes of collagen (particularly I and III) leads to fibrosis and decreases patient respiratory capacity (46, 49).

In conclusion, prophylactic treatment with IDR-1002 reduced bacterial counts and inflammation caused by P. aeruginosa infection. Interestingly, we recently showed that IDR-1002 could also suppress inflammation in an alginate model used to represent chronic lung infection but that it had no effect on bacterial counts in the lung (19). The RNA-Seq results discussed here revealed the differential expression of 4,739 host genes in the lungs (nearly 20% of all of the genes in a mouse) and 1,327 host genes in the blood in response to P. aeruginosa acute lung infection, while the treatment of P. aeruginosa infections with IDR-1002 led to a more muted response than infection alone, with only a few hundred DE genes compared to uninfected controls. Finally, the combination of IDR-1002 and PA103 compared to PA103 alone indicated 2,111 DE genes that were influenced by peptide treatment, in particular revealing a muted innate immune/inflammatory response. These data provided additional insights into P. aeruginosa infection, revealing several new elements not observed previously and possible mechanisms of IDR-1002 protection. Together, these results suggest that IDR-1002 could potentially be used as an adjuvant (perhaps together with antibiotics) to prime the host immune system by modulating the inflammatory response, cytokine production, and immune cell recruitment. Given that IDRs have been shown to have additional activities, such as antibiofilm activity, and demonstrate synergistic effects when used in combination with conventional antibiotics, our future work will focus on identifying the appropriate synergistic combinations to develop IDRs as agents for use against P. aeruginosa acute lung infections (50–52).

## MATERIALS AND METHODS

### Mice and ethics statement.

Female C57BL/6J mice were purchased from Jackson Laboratory or were bred at the Modified Barrier Facility (University of British Columbia [UBC], Vancouver, Canada) and used between 6 and 8 weeks of age. The animals were housed at the Modified Barrier Facility and kept on a standard 12-h/12-h light/dark timed schedule with *ad libitum* access to food and water. All experiments were approved by the UBC Animal Care Committee.

### Reagents.

IDR-1002 (VQRWLIVWRIRK-NH2) was synthesized by Fmoc (9-fluorenylmethoxy carbonyl) chemistry (Kinexus, Vancouver, BC, Canada) and stored at −20°C as a desiccated powder. For experiments, the peptide was resuspended in endotoxin-free water and stored at −20°C.

### Preparation of bacteria and acute *Pseudomonas* lung infection.

The culture was prepared and mice were infected as previously described (19). Briefly, a frozen stock of the bacterial strain P. aeruginosa PA103 was streaked onto LB plates and grown overnight at 37°C; then, individual CFU from the plates were used and were grown overnight in LB at 37°C with shaking. The overnight cultures were diluted 1:50 and grown to an optical density at 600 nm (OD_600_) reading of approximately 0.5. After washing with endotoxin-free 0.9% sodium chloride solution (saline), the cultures were centrifuged, and the supernatant was discarded; then, the bacteria were resuspended in endotoxin-free saline to an OD_600_ of 0.5. The bacteria were then diluted to the final concentration for immediate instillation *in vivo* at ∼8 × 10^5^ CFU/mouse.

Mice were anesthetized with isoflurane (2 to 5%), placed on an intubation stand (BrainTree Scientific, Braintree, MA, USA), and given IDR-1002 (10 to 20 µl, depending on mouse weight) or endotoxin-free water; then, after 24 h, the mice were again anesthetized, placed on the intubation stand, and given either P. aeruginosa (20 µl) or endotoxin-free saline (20 µl). The solutions were instilled dropwise into the left nostril of each mouse using a micropipette, with periodic administration of isoflurane to maintain a steady respiratory rate. After instillation, the mice were kept on the intubation stand under isoflurane for 2 to 3 min to ensure absorption of the liquid. The mice were monitored at 3 and 18 h postinfection and assigned health scores based on a scoring sheet approved by the UBC Animal Care Committee (see Table S1 in the supplemental material).

The mice were euthanized with an intraperitoneal injection of sodium pentobarbital (120 mg/kg). Blood was collected from the inferior vena cava, and 100 µl was placed in RNAprotect animal blood tubes (Qiagen, Hilden, Germany) for RNA isolation according to the manufacturer’s protocol. The remaining blood was allowed to clot and then centrifuged, and the serum was collected and stored at −20°C until it was used for ELISAs. For BALF collection, the chest cavity and trachea were exposed, and an incision was made in the trachea. A cannulated needle was then inserted and used to slowly fill the lungs with sterile phosphate-buffered saline (PBS) (600 µl), which was then slowly withdrawn through the cannulated needle and saved. This procedure was repeated twice for a total of three washes. After the lavage, the smallest lobe of the lung was placed in RNAlater (Qiagen) and saved for RNA-Seq according to the manufacturer’s protocol.

The first BALF wash was used for CFU enumeration by spread plating undiluted BALF or 10-fold dilutions made in PBS onto LB agar plates in duplicate. The plates were incubated overnight at 37°C, and CFU were enumerated the following day. The remaining first BALF wash was centrifuged, and the supernatant was saved at −20°C until it was used for ELISAs. The pellet from the first BALF wash was combined with the pellet from BALF washes 2 and 3 and resuspended in PBS; then, leukocytes were counted on a hemocytometer using Turk’s stain (Ricca Chemical Company).

The leukocytes were also used in a StatSpin Cytofuge 2 (Beckman-Coulter), and the resulting slides were air dried overnight and stained with a Diff-Quik staining kit (VWR, Radnor, PA, USA) according to the manufacturer’s protocol, and then 200 cells/slide were counted.

### ELISAs.

The levels of cytokines and chemokines were measured using antibodies and standards from eBioscience (San Diego, CA, USA) for TNF-α and IL-6, eBioscience or R&D Systems (Minneapolis, MN, USA) for MCP-1, and Fitzgerald (Acton, MA, USA) or R&D Systems for KC. The ELISAs were performed according to the manufacturers’ protocols, with optimization of antibody and sample dilutions, washes, and incubation times. ELISAs were developed with TMB (eBioscience), and the enzymatic reactions were stopped with 2 N sulfuric acid. The plates were read on a Power Wave X340 plate reader (Bio-Tek Instruments, Winooski, VT, USA), and the data were fitted to a 4-parameter standard curve using KC4 software (Bio-Tek).

### RNA isolation and RNA-Seq.

Total RNA was isolated from the lungs and blood from one experiment (*n* = 5 per condition) using an RNeasy Plus Mini kit (Qiagen). The quality of the RNA was analyzed using an RNA 6000 Nano chip (Agilent Technologies, Santa Clara, CA, USA) on an Agilent 2100 Bioanalyzer; all the samples showed excellent quality, with RNA integrity number (RIN) values greater than 8. Enrichment with poly(dT) beads (New England Biolabs, Ipswich, MA, USA) was then used to isolate the mRNA, and a Kapa stranded total RNA-Seq kit (Kapa Biosystems, Wilmington, MA, USA) was used to create the cDNA libraries. In brief, first-strand cDNA was synthesized, followed by second-strand synthesis and blunt-end formation. After 3′ adenylation, adapters (Bio Scientific, Austin, TX, USA) for multiplexing were ligated, followed by amplification and then purification using Agencourt Ampure XP beads (Beckman Coulter). The quality of the library was checked using a high-sensitivity DNA chip (Agilent, Santa Clara, CA, USA) on an Agilent 2100 Bioanalyzer, and all the samples were shown to have optimal fragment size distributions. The libraries were sequenced on an Illumina (San Diego, CA, USA) GAIIx (lungs) or HiSeq 2500 Rapid Run (blood).

After demultiplexing, the resulting FASTQ files were aligned to the Ensembl murine reference genome GRCm38.p5 (build 86) using STAR aligner (version 2.5.2B) (53). Read count tables were generated using HTSeq-count (version 0.6.1p1) (54). DESeq2 (1.14.1) in R (3.3.2) was used for finding DE genes, with cutoffs for DE genes set at a fold change of ±1.5, equivalent to a log_2_ FC of ±0.58, and an adjusted *P* value (false-discovery rate) of <0.05 (55, 56). 

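With DESeq2 version 1.42.0 (Wald test without shrinkage of the fold changes, all 4 groups of a tissue in the fit) and the same thresholds, the lungs had 2 DE genes for IDR-1002 control and 4738 for PA103-infected against negative-control mice. IDR-1002 treatment lungs had 813 DE genes against negative-control, 638 against IDR-1002 control and 2109 against PA103-infected lungs. In the blood, the same comparisons gave 0, 1318, 285, 258 and 1. With shrunken fold changes (a beta prior), the 5 counts were 0, 4616, 786, 605 and 1984 in the lungs and 0, 1359, 290, 260 and 11 in the blood.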

One mouse in the PA103 group was inadequately infected and was removed from the analysis for lungs and blood. 

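The 19 lung libraries had 947960 to 5443761 reads counted on genes, with a median of 2049591, on 15760 to 20102 genes. Reads that aligned to more than 1 place were 18.2% to 27.4% of the reads in the lung files, with the highest share in PA103-infected replicate 3. PA103-infected lungs had 23.4% ± 2.88 (SD, n = 4) of such reads, and negative-control lungs 19.9% ± 0.544 (SD, n = 5).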

All the remaining lung samples had excellent quality and numbers of read counts. 

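The 13 blood libraries had 854445 to 6250454 reads counted on genes, with a median of 1737879, on 9369 to 13856 genes. Reads that aligned to more than 1 place were 73.1% to 76.4% of the reads in the blood files.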

For the blood, samples with <800,000 read counts were excluded, leaving 3 per condition, except for the PA103 group, which had 4. The DE genes were analyzed with SIGORA for pathway enrichment analysis using the Reactome gene annotation system, with an adjusted *P* value cutoff of <0.001, as recommended by the SIGORA manual (33). The DE genes were used in NetworkAnalyst for network visualization using the Imex database (38).

Lung samples were also used for validation in qPCR. The RNA isolated for RNA-Seq was transcribed into cDNA using a cDNA synthesis kit from Quanta Biosciences (Beverly, MA, USA). The cDNA was used for real-time qPCR using two-step SYBR Green qPCR master mix from Roche (Basel, Switzerland) and primers (see Table S2 in the supplemental material) from Thermo Fisher (Waltham, MA, USA). Fold changes were calculated based on the cycle threshold (*C_T_*) value method using the average *C_T_* value of two housekeeping genes, *Eef2* and *B2m*, and values compared to the control group. The cycle threshold (*C_T_*) is defined as the number of cycles required for the fluorescent signal to exceed the background fluorescence.

### Statistical analysis.

Data from the lung model were analyzed using Microsoft Excel 2013 and GraphPad Prism version 7. GraphPad Prism was used to perform an unpaired two-tailed *t* test or one-way analysis of variance (ANOVA) with Tukey’s multiple-comparison tests. A *P* value of ≤0.05 was considered statistically significant.

### Accession number(s).

The RNA transcriptomic data have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus under accession number GSE110415.

## Supplementary Material

Supplemental file 1

# Supplementary material for: Characterization of Host Responses during Pseudomonas aeruginosa Acute Infection in the Lungs and Blood and after Treatment with the Synthetic Immunomodulatory Peptide IDR-1002
**Source:** Infect Immun. 2018 Dec 19;87(1):e00661-18. doi: 10.1128/IAI.00661-18
**Supplement:** Supplemental file 1

**Table S1: Primers used for qPCR.**

| <b>Name</b> | <b>Forward primer (5'-3')</b> | <b>Reverse Primer (5'-3')</b> |
|-------------|-------------------------------|-------------------------------|
| B2M         | CAGAAAACCCCTCAAATTCAAGTAT     | AATTCAGTGTGAGCCAGGATAT<br>AGA |
| CCL3        | TGCCCTTGCTGTTCTTCTCT          | GTGGAATCTTCCGGCTGTAG          |
| CXCL10      | CCAAGTGCTGCCGTCATTTTC         | GGCTCGCAGGGATGATTTCAA         |
| EEF2        | TGTCAGTCATCGCCCATGTG          | CATCCTTGCGAGTGTCAGTGA         |
| KC/CXCL1    | CTGGGATTACCTCAAGAACATC        | CAGGGTCAAGGCAAGCCTC           |
| TNFRSF19    | CCCTCAATCCCGAAAACGA           | TGGCCGCCACTGGAAT              |

**Table S2: Scoring sheet to determine health scores in the *P. aeruginosa* lung model**

| Category  | Grade | Description                               |
|-----------|-------|-------------------------------------------|
| Warmth    | 0     | Normal                                    |
|           | 1     | Slightly cool to touch                    |
|           | 3     | Cool to touch                             |
|           | 5     | Cold to touch and/or pale extremities     |
| Fur       | 0     | Normal                                    |
|           | 1     | Lack of grooming                          |
|           | 2     | Slight piloerection                       |
|           | 3     | Moderate piloerection ( around head/neck) |
|           | 4     | Severe piloerection (entire body)         |
| Eyes      | 0     | Normal                                    |
|           | 2     | Dull or squinted                          |
|           | 3     | Discharge                                 |
|           | 4     | Sunken                                    |
| Hunching  | 0     | Normal                                    |
|           | 2     | Hunching (mild, intermittent)             |
|           | 3     | Hunching (moderate, persistent)           |
|           | 4     | Hunching (severe)                         |
| Activity  | 0     | Normal                                    |
|           | 1     | Possible reduced activity                 |
|           | 2     | Reduced activity                          |
|           | 3     | Lethargic (no movement when cage moved)   |
|           | 4     | Lethargic, moves only when touched        |
|           | 5     | Non-responsive and/or persistent shaking  |
| Breathing | 0     | Normal                                    |
|           | 2     | Shallow/rapid breathing (intermittent)    |
|           | 3     | Shallow/rapid breathing (continuous)      |
|           | 4     | Increased respiratory effort              |
|           | 5     | Gasping, extreme difficulty breathing     |

**Fig. S1: qPCR confirmation and comparison to RNA-Seq count data.** Lung samples were collected from mice at 18 h and used for RNA-Seq and qPCR validation. The qPCR data were analyzed using the comparative Ct method and normalized to the average of two reference genes (EEF2 and B2M) and fold-change calculated relative to the control group. (A-D) Fold-changes (left) and RNA-Seq counts (right) for select genes, (A) CCL3, (B) CXCL10, (C) KC/CXCL1, (D) TNFRSF19.

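The comparative Ct method expresses the target gene of each mouse relative to reference genes, so that a change of the reference genes would enter every fold change. In the RNA-Seq counts of the lungs, Eef2 (ENSMUSG00000034994, chromosome 10 from 81176631 to 81182498) was at 1562 ± 197 CPM (SD, n = 4) in PA103-infected and 1513 ± 181 CPM (SD, n = 5) in negative-control mice. For Eef2, the log2 fold change was 0.05 (standard error 0.14, adjusted p = 0.814). B2m (ENSMUSG00000060802, chromosome 2 from 122147686 to 122153083) was at 1075 ± 359 CPM (SD, n = 4) and 936 ± 115 CPM (SD, n = 5). For B2m, the log2 fold change was 0.20 (standard error 0.18, adjusted p = 0.386). In IDR-1002 treatment compared with PA103-infected lungs, the log2 fold change was 0.07 for Eef2 (adjusted p = 0.751) and -0.36 for B2m (adjusted p = 0.160). The sign of Eef2 with infection turned to -0.03 when at least 10 counts were required in every sample. When 1 mouse was left out in turn, B2m with infection ranged from -0.01 to 0.37 and Eef2 in treatment against PA103-infected mice from -0.01 to 0.13.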

How the deposited data were processed for this re-analysis (not part of the article)

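Lungs and whole blood of female C57BL/6J mice were sequenced in 4 groups: negative-control mice (water, then saline), IDR-1002 control mice (8 mg/kg of IDR-1002, then saline), PA103-infected mice (water, then 800000 CFU of PA103) and IDR-1002 treatment mice (IDR-1002, then PA103). Samples were taken 18 h after infection and 42 h after the peptide. For each of the 32 libraries, the authors deposited raw counts per Ensembl gene, which they had made by aligning reads to the mouse genome with STAR and counting them on genes with HTSeq-count, without normalization. The lungs were sequenced on a GAIIx and the blood on a HiSeq instrument, so that tissue and instrument coincided. Each file listed 48795 genes, and its 5 summary lines on reads not assigned to a gene were left out of the counts and used only for the share of reads that aligned to more than 1 place. Of the gene identifiers, 48349 (99.09%), holding 99.968% of the counts, were found in the GRCm38 annotation, from which symbols and positions were taken, and 446 were not found but were kept in the tests.

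Samples were grouped by the condition stated in their labels. The lungs had 5, 5, 4 and 5 mice and the blood 3, 3, 4 and 3 mice in the order of the groups above. The paper states that 1 PA103 mouse was removed as inadequately infected, and no library of that mouse was analysed here. Reads counted on genes numbered 947960 to 5443761 per lung library and 854445 to 6250454 per blood library. Before TMM scaling, a level of 3 counts, the smallest considered visible, corresponded to 0.551 to 3.16 CPM in the lungs and 0.480 to 3.51 CPM in the blood. At least 1 count was found for 25923 genes in the lungs and 19016 in the blood.

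Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. For each tissue, genes were filtered by filterByExpr (minimum count 10), normalized by TMM, and fitted with edgeR's robust quasi-likelihood model to all 4 groups, without a replicate block. Each of the other groups was compared with negative-control mice, and IDR-1002 treatment mice also with IDR-1002 control and with PA103-infected mice. The interaction was the effect of IDR-1002 in infected minus that in uninfected mice. A DE gene had an adjusted p (Benjamini-Hochberg within each comparison) under 0.05 and an estimated fold change of at least 1.5. The standard error given with a log2 fold change is its absolute value divided by the square root of the F statistic. It was not estimated separately, and for genes with almost no reads in a group it is only a rough guide. The response to infection was compared between tissues in a joint edgeR fit of the 32 libraries, with the same thresholds. CPM are TMM-normalized, and log2 CPM for the infection score used a prior count of 2. A negative-control or PA103-infected mouse was scored with genes and scale taken without it, and treatment mice were compared with both groups by exact two-sided permutation tests, 4 tests over both tissues with Benjamini-Hochberg adjustment.

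Gene families were listed by symbol without reference to the counts, and the upregulated and the downregulated members of 17 families were compared with all other genes tested by two-sided Fisher's exact tests, adjusted over 34 tests per comparison. Genes of a family are not independent, so the p values of these tests describe the gene list and not the spread between mice. The paper's pathway analysis used gene pairs of SIGORA that were not used here, so its pathway p values were not recomputed. Genes named are those that the paper's text names, the 5 largest rises and 5 largest falls in lungs and blood of PA103-infected against negative-control mice and in lungs of IDR-1002 treatment against PA103-infected mice, and the DE genes of comparisons with no more than 20 of them. The largest rises and falls were taken among DE genes with a mean of at least 5 CPM in the higher group and no overlap between the mice of the groups. Values are also given for Stat3, a node of Fig. 6, and for Col1a1, Col3a1, Col5a1, Nfkb1 and Relb. The paper's text does not print these symbols. Apart from genes named in these ways, nodes of the network figures were used as counts only. All 554 names in these lists were matched to a gene.

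The alternatives tried were DESeq2 with and without shrunken fold changes, DESeq2's size factors in edgeR, edgeR fitted to only the 2 groups compared, no filter beyond 1 count in the tissue, at least 10 counts in every sample, no fold-change cutoff, a test against a 1.5-fold change (glmTreat), limma voom with sample quality weights, and the replicate number as a block. Further ones were thinning of the 12 lung libraries above 1737879 counts to that number and leaving out each mouse in turn. For the infection score they were a prior count of 0.5, the 500 DE genes with the lowest p, and the upregulated or the downregulated genes only. These alternatives and the gene lists were chosen before the data were examined. DESeq2 fitted to only the 2 groups compared and the blood without red-cell genes and the 10 most abundant genes (11 genes in all) were added after the data were seen, as were limma voom fits of both tissues with and without the animal number of the libraries as a block, and a thinning of all lung libraries to 437916 counts, the blood median outside these 11 genes. Up to 100 other splits of the mice into groups of the same sizes were refitted for each comparison.

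The methods were tested on simulated data in which 200 genes were changed by 2-fold or 4-fold in the PA103-infected group. In the lungs, edgeR recovered 65% of the 2-fold and 95% of the 4-fold changes, and 5.33% of its calls were false. In the blood, the shares were 7.84% and 67.3%, with 1.33% of calls false. In neither tissue did edgeR call a gene in the comparison where nothing was changed. All groups were simulated with the same spread, whereas infected lungs spread 1.52 times as much as uninfected lungs. With infection, 34.8% of the lung genes tested were called, far more than were changed in the simulation. The shares may thus not hold for comparisons with infected mice, above all for treatment against PA103-infected mice.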

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

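Of the tests in this part, those without the mouse with the highest infection score, of depth by thinning, without red-cell and most abundant genes, of the low C1qa level in negative-control blood, of the share of genes with opposite directions in the tissues, and of the animal number as a block were chosen only after the result was seen. In groups of 4 or 5 mice, a mouse was singled out when its gap to the nearest other mouse was large for the range of the group (Dixon's test at its 95% critical value). This was done on the CPM scale, a choice settled after the values were seen, and on this scale high values stand out more easily than low ones. Of 163 groups tested, 45 held such a mouse, where 1 in 20 of the groups would be about 8.2. That number holds only for independent values with a normal distribution. A group with reads in only 1 mouse is always singled out, and many of the values belong to the same mouse. The 45 are therefore not shown to exceed chance.

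In the lungs, 18 of the 45 values belonged to PA103-infected replicate 3, all of them high (the range of the other 3 mice is in parentheses). This mouse had 3635 CPM of Saa3 (1213 to 1562), 301 CPM of Mmp3 (74.6 to 109.8), 19.4 CPM of Mmp12 (3.84 to 4.39), 352 CPM of Mmp14 (182 to 200.1), 845 CPM of Il6 (35.1 to 125) and 358 CPM of Tnf (15.4 to 48.5). It also had 1414 CPM of Cxcl1 (149 to 316), 597 CPM of Nfkb1 (219.6 to 236), 438 CPM of Rela (159 to 181), 255 CPM of Relb (77.8 to 97.7), 362 CPM of Fos (68.1 to 106) and 231 CPM of Ccl4 (4.39 to 16.4). The remaining values were 309.5 CPM of Myd88 (144 to 159), 458 CPM of Nfkb2 (149 to 194), 523 CPM of Ccl3 (28.9 to 52.8), 965 CPM of Csf3 (50.4 to 97.9), 2531 CPM of Cxcl2 (76.9 to 174) and 34.2 CPM of Sdcbp2 (6.59 to 10.3). Its library was of middle depth (1910923 counts), and 27.4% of its reads aligned to more than 1 place, the highest share of the lung files. Its infection score was 145.7%, the highest of the 4 PA103-infected mice. Without this mouse, the DE genes between IDR-1002 treatment and PA103-infected lungs fell from 1896 to 379, so it may carry much of that number. The blood library with the same animal number, PA103-infected replicate 3, scored 80.7%, the lowest of the 4 infected blood libraries, which goes against a stronger infection if the number marks the same animal. A stronger response in the lung alone and a technical difference of its library were not told apart.

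Among the other infected lungs, PA103-infected replicate 1 had 271 CPM of Mmp8 (106 to 131) and 343 CPM of Jun (519.6 to 542), the value of Jun being low. Replicate 4 had 0.431 CPM of Ppp2r2c (0) and 0.431 CPM of Gsg1l (0), and replicate 2 had 1.10 CPM of Cthrc1 (0), each of these 3 values being 1 read. IDR-1002 treatment replicate 2 had 198 CPM of Il6 (0 to 34.3), 71.3 CPM of Tnf (1.45 to 16.2) and 62.2 CPM of Ccl3 (0 to 10.8), and treatment replicate 1 had 18.0 CPM of Abcg3 (3.92 to 7.35). No technical explanation was tested for single genes in these mice, and the RNA-Seq counts do not measure the course of infection. The bacterial counts and health scores that the paper reports were not set against these libraries.

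In uninfected lungs, negative-control replicate 3, the largest lung library with 5443761 counts, had 0.357 CPM of Saa2 (0), 6.07 CPM of Saa3 (0.938 to 2.13), 41.9 CPM of Mmp8 (5.47 to 7.80), 51.7 CPM of Mmp9 (11.3 to 20.6), 20.9 CPM of Relb (26.9 to 29.1) and 1.07 CPM of Cxcl2 (0), the value of Relb being low. Its neutrophil genes lay 45.7% of the way from the negative-control to the PA103-infected mean. A larger library can show genes at levels that a smaller one misses, which bears on Saa2 and Cxcl2 but not on the higher CPM of Mmp8 and Mmp9. Without this mouse, PA103-infected and negative-control lungs still differed in 4453 genes, so it may account for little of that count. Replicate 4 had 0.709 CPM of Saa1 (0 to 0.178) and 3.55 CPM of Tnf (0 to 0.938), replicate 1 had 97.6 CPM of Fos (26.6 to 41.1) and replicate 5 had 14.7 CPM of Col17a1 (10.2 to 11.3). IDR-1002 control replicate 5 had 0.457 CPM of Csf3 (0), a single read.

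The same IDR-1002 control mouse, replicate 5, had B cell genes 61.9% of the way from the negative-control to the PA103-infected mean, where the other 4 IDR-1002 control mice lay between -5.11% and 5.36%. The mouse was not infected, and its infection score was 4.95%, so that the low B cell genes were not accompanied by the rest of the response. Whether this sample held fewer B cells for a reason of sampling or of biology was not tested.

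In the blood, PA103-infected replicate 4, the smallest library with 854445 counts, had 186 CPM of C1qa (21.7 to 30.8), 295 CPM of C4b (12.3 to 41.5), 6.99 CPM of Il6 (0 to 0.878), 253 CPM of Mt2 (6.53 to 17.9), 24.5 CPM of Ccl17 (4.98 to 7.83) and 1.16 CPM of Igkv1-135 (0), the last being 1 read. C1qa and C4b were also high in IDR-1002 control blood, with log2 fold changes of 2.67 and 2.92 against negative-control mice (adjusted p = 1 for each). For C1qa, that was 87.9% of the log2 fold change of PA103-infected mice, so the rise of C1qa with infection may reflect a low level in the 3 negative-control mice, and the calls of C1qa and C4b are not secure. Il6 and Igkv1-135 were counted at a few reads in this library. Its floor of 3 counts was 3.51 CPM before TMM scaling, and 253 CPM of Mt2 lay far above it.

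Differences between the tissues were found by a test of the difference itself. Of 13263 genes, 1721 responded differently to infection in blood and in lungs, among them 564 of the 888 DE genes that were called in blood but not in lungs. That fit treats lung and blood libraries as independent. In limma voom, 1597 genes differed without and 1753 with the animal number of the libraries as a block. Of 629 genes called in both tissues, 95 (15.1%) changed in opposite directions. Thinning of the larger lung libraries left the share at 16.6%, and leaving the red-cell and most abundant genes out of the blood left it at 15.02%, but the thinned lungs were still deeper than the blood outside its most abundant genes. With these genes left out of both tissues and all 19 lung libraries thinned to 437916 counts, the blood median outside them, the share was 17.9% (80 of 448 genes), so neither depth nor these genes account for it. At that depth, PA103-infected and negative-control lungs differed in 2596 instead of 4485 genes, and 1052 DE genes of the blood were not DE genes in the lungs. The share was 5.91% with glmTreat (12 of 203 genes) and 21.3% when at least 10 counts were required in every sample (33 of 155), and thus depends on the method. Lungs and blood were sequenced on different instruments in separate libraries, and the tissues cannot be told apart from these batches. A different mixture of cells in lungs and blood is the biological reading, which these counts do not separate from a response within cells. The effect of IDR-1002 differed between infected and uninfected lungs for 24 genes. This number is unstable, with 6 of 100 splits of the mice giving as many genes and a range of 0 to 988 when 1 mouse was left out in turn, and other groupings of the mice thus remain an explanation for it.

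Some of the largest changes were in genes that the paper does not discuss. In PA103-infected blood, the log2 fold change was 10.14 for Mt2, 8.34 for Lipg and 7.39 for Ccl17, none of which had a read in negative-control blood. The number of DE genes in this comparison was 1517, and 1322 with the trend with GC content removed, 1193 with that with gene length removed and 1500 without the red-cell and most abundant genes, so these explanations do not account for the comparison as a whole. For single genes they were not tested. With no read in the controls, the size of these fold changes may depend on the depth of the control libraries. It also depends on single mice, with a log2 fold change of Mt2 from 7.72 to 10.58 when 1 mouse was left out in turn. In IDR-1002 treatment against PA103-infected lungs, the log2 fold change was 3.82 for Col17a1, 3.44 for Fgf18, 3.00 for Fras1, 2.98 for Abcg3 and 2.89 for B430010I23Rik. All 5 were kept with each mouse left out in turn, but Fgf18, Fras1, Abcg3 and B430010I23Rik were not called when edgeR was fitted to the 2 infected groups alone and Col17a1 could not be tested there. With the trend with GC content removed this comparison had 2009 DE genes, with that with gene length removed 1977, with libraries thinned to the blood median 1872, and with all thinned to 437916 counts 740. A return of these genes toward the uninfected level with IDR-1002 is a hypothesis, limited by the change of the count with the groups in the fit (509 DE genes with DESeq2 on the infected groups alone).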

How the results depend on the processing

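Of the alternatives in this part, DESeq2 fitted to only the 2 groups compared, the blood without red-cell and most abundant genes, the limma voom fits of both tissues and the second thinning of the lungs were chosen only after the result was seen. A count of DE genes is taken as kept when it stays within 1.5 times the count first given. The cause of the changes below was not tested.

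The counts of PA103-infected against negative-control mice, 4485 in the lungs and 1517 in the blood, were kept under DESeq2 with and without shrunken fold changes, DESeq2's size factors in edgeR, edgeR on the 2 groups alone, no low-count filter, no fold-change cutoff, limma voom and the replicate block, and in the lungs under thinning to the blood median. They ranged from 2005 to 5966 in the lungs and from 459 to 2068 in the blood over all these alternatives, glmTreat and the stricter filter. The replicate block tests whether mice with the same number in different groups are paired. With it, 4391 genes in PA103-infected against negative-control and 1688 in treatment against PA103-infected lungs were DE genes. Mice with the same replicate number were no more alike than others, with a mean correlation of 0.0096 against -0.002 in the lungs and -0.0118 against 0.0066 in the blood. Replicate numbers do not follow the animal numbers across groups. In the lungs, replicate 2 is animal number 5 in negative-control, 6 in IDR-1002 control, 15 in PA103-infected and 8 in treatment mice. Pairing by animal order was not tested, so these values say little about pairing in general.

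With glmTreat, the DE genes numbered 2005 instead of 4485 for PA103-infected against negative-control lungs, 35 instead of 621 for treatment against negative-control lungs, 68 instead of 381 for treatment against IDR-1002 control lungs, 5 instead of 1896 for treatment against PA103-infected lungs, 0 instead of 24 for the interaction in the lungs, 553 instead of 1517 for PA103-infected against negative-control blood, 0 instead of 166 for treatment against negative-control blood, 0 instead of 68 for treatment against IDR-1002 control blood and 350 instead of 888 for genes of PA103-infected mice called in blood but not in lungs. When at least 10 counts were required in every sample, they numbered 2784 instead of 4485 for PA103-infected against negative-control lungs, 383 instead of 621 for treatment against negative-control lungs, 238 instead of 381 for treatment against IDR-1002 control lungs, 10 instead of 24 for the interaction in the lungs, 459 instead of 1517 for PA103-infected against negative-control blood, 38 instead of 166 for treatment against negative-control blood, 43 instead of 68 for treatment against IDR-1002 control blood and 304 instead of 888 for genes of PA103-infected mice called in blood but not in lungs. With no filter beyond 1 count in the tissue, there were 162 instead of 24 for the interaction in the lungs, 18 instead of 0 for IDR-1002 control against negative-control blood, 449 instead of 166 for treatment against negative-control blood, 452 instead of 68 for treatment against IDR-1002 control blood, 117 instead of 0 for treatment against PA103-infected blood and 40 instead of 0 for the interaction in the blood. DESeq2 with the Wald test gave 2 instead of 0 for IDR-1002 control against negative-control lungs, 638 instead of 381 for treatment against IDR-1002 control lungs, 543 instead of 24 for the interaction in the lungs, 285 instead of 166 for treatment against negative-control blood, 258 instead of 68 for treatment against IDR-1002 control blood and 1 instead of 0 for treatment against PA103-infected blood. With shrunken fold changes, DESeq2 gave 605 instead of 381 for treatment against IDR-1002 control lungs, 487 instead of 24 for the interaction in the lungs, 290 instead of 166 for treatment against negative-control blood, 260 instead of 68 for treatment against IDR-1002 control blood and 11 instead of 0 for treatment against PA103-infected blood. DESeq2's size factors in edgeR gave 111 instead of 68 for treatment against IDR-1002 control blood. When edgeR was fitted to only the 2 groups compared, the numbers were 0 instead of 1896 for treatment against PA103-infected lungs, 5 instead of 0 for IDR-1002 control against negative-control blood, 11 instead of 166 for treatment against negative-control blood and 0 instead of 68 for treatment against IDR-1002 control blood. DESeq2 fitted to only the 2 groups compared gave 635 instead of 381 for treatment against IDR-1002 control lungs, 509 instead of 1896 for treatment against PA103-infected lungs, 22 instead of 0 for IDR-1002 control against negative-control blood, 154 instead of 68 for treatment against IDR-1002 control blood and 12 instead of 0 for treatment against PA103-infected blood. Under limma voom with sample quality weights, there were 828 instead of 24 for the interaction in the lungs, 7 instead of 0 for IDR-1002 control against negative-control blood, 265 instead of 166 for treatment against negative-control blood, 519 instead of 68 for treatment against IDR-1002 control blood and 1339 instead of 888 for genes of PA103-infected mice called in blood but not in lungs. With the replicate number as a block, there were 193 instead of 24 for the interaction in the lungs and 2 instead of 0 for IDR-1002 control against negative-control blood. Thinning of the lung libraries gave 43 instead of 24 for the interaction in the lungs, and leaving red-cell and most abundant genes out of the blood gave 133 instead of 68 for treatment against IDR-1002 control blood.

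The share of treatment against PA103-infected DE genes with the opposite sign in PA103-infected against negative-control lungs, 99.947%, became 100% with glmTreat, with no low-count filter and with the replicate block. Under the other alternatives with a value it lay between 99.84% and 99.961%, and edgeR fitted to only the 2 groups compared had no DE genes and so no share. These genes are chosen with PA103-infected mice that enter both comparisons. A share near 100% under each alternative therefore tells little about how secure it is. The infection score of the treatment mice moved by less than 1 SD under each of its alternatives in both tissues. Thinning was not run on the blood, whose median depth set the level for the lungs, and the interaction cannot be fitted with 2 groups alone. The 1721 genes whose response to infection differed between blood and lungs became 1597 with limma voom and 1753 with the animal number as a block in it. With all lung libraries thinned to the counts of the blood outside its most abundant genes, the 4485 DE genes of PA103-infected against negative-control lungs became 2596, the 1896 of treatment against PA103-infected lungs became 740, and the 888 genes called in blood but not in lungs became 1052.

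With each mouse left out in turn, the DE genes ranged from 0 to 0 (10 fits) for IDR-1002 control against negative-control lungs, from 3510 to 4932 (9 fits) for PA103-infected against negative-control lungs, from 231 to 1103 (10 fits) for treatment against negative-control lungs, from 169 to 891 (10 fits) for treatment against IDR-1002 control lungs, from 379 to 2744 (9 fits) for treatment against PA103-infected lungs, from 0 to 988 (19 fits) for the interaction in the lungs. In the blood, they ranged from 0 to 0 (6 fits) for IDR-1002 control against negative-control blood, from 791 to 1376 (7 fits) for PA103-infected against negative-control blood, from 0 to 632 (6 fits) for treatment against negative-control blood, from 0 to 615 (6 fits) for treatment against IDR-1002 control blood, from 0 to 62 (7 fits) for treatment against PA103-infected blood, from 0 to 4 (13 fits) for the interaction in the blood, and from 421 to 971 (16 fits) for genes of PA103-infected mice called in blood but not in lungs. The share of opposite signs among DE genes, which has the limit given above, ranged from 99.797% to 100% (14 fits). The mean infection score of the treatment mice ranged from 29.7% to 46.8% in the lungs (5 fits) and from 57.7% to 84.7% in the blood (3 fits).

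Of 91 results for named genes, glmTreat changed the call of 30 (all weaker), DESeq2 changed 1 to weaker and 3 to stronger, and limma voom 3 and 4. DESeq2 with shrunken fold changes changed 3 to weaker and 2 to stronger, DESeq2 fitted to only the 2 groups compared 16 and 1, and no low-count filter 10 and 1. The replicate block changed 6 to weaker, DESeq2's size factors changed 1 to weaker, and no fold-change cutoff changed 1 to stronger. Of 82 that edgeR could fit to only the 2 groups compared, 22 were weaker. The direction turned for Eef2 in PA103-infected against negative-control lungs, to a log2 fold change of -0.032 from 0.045, when at least 10 counts were required in every sample. With 1 mouse left out, the log2 fold change of C1qa in the same comparison ranged from -0.21 to 0.43, that of B2m from -0.0088 to 0.37, and that of Eef2 in treatment against PA103-infected lungs from -0.014 to 0.13. None of these genes was a DE gene there.

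Depth limits the genes with few reads. In the blood, Il6 and Cxcl1 could not be tested, the fold changes of Mt2, Lipg and Ccl17 have no read in the controls behind them, and Csf3 and Saa2 in uninfected lungs rest on 1 and 2 reads. In simulated blood data, 7.84% of genes changed by 2-fold were recovered, so that small changes in the blood were mostly out of reach.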

Differences from the paper's values

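No test in this part was chosen after the result was seen, but DESeq2 fitted to only the 2 groups compared is an alternative chosen after seeing the values.

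For IDR-1002 control against negative-control lungs, 0 DE genes were found (149 with an unadjusted p under 0.05), against the paper's 2. Of the alternatives set before the data were examined, only DESeq2 with the Wald test, which gave 2, reached the paper's value, and all others gave 0. For treatment against IDR-1002 control lungs, 381 DE genes were found, against the paper's 638. Among the alternatives set before the data were examined, DESeq2 with the Wald test (638), DESeq2 with shrunken fold changes (605), limma voom (519) and the fit without treatment replicate 4 (891) came within 1.5 times the paper's value. Outside it were no fold-change cutoff (412), glmTreat (68), DESeq2's size factors (370), the 2 groups alone (267), no low-count filter (288), 10 counts in every sample (238), the replicate block (395), thinning (348) and the other 9 fits without a mouse (169 to 351). DESeq2 fitted to only the 2 groups compared, chosen after seeing the values, gave 635.

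For treatment against negative-control blood, 166 DE genes were found, against the paper's 294. DESeq2 with the Wald test (285), with shrunken fold changes (290) and limma voom (265) came within 1.5 times the paper's value. The other alternatives set before the data were examined did not, with values between 0 and 449 and, without single mice, between 0 and 632. For treatment against IDR-1002 control blood, 68 DE genes were found, against the paper's 271. DESeq2 with the Wald test (258) and with shrunken fold changes (260) came within 1.5 times the paper's value, and the other alternatives set before the data were examined did not, with 519 under limma voom, 452 with no low-count filter, 0 to 111 under the rest, and 0 to 615 without single mice. For treatment against PA103-infected blood, 0 DE genes were found (675 with an unadjusted p under 0.05), against the paper's 1. Among the alternatives set before the data were examined, only DESeq2 with the Wald test, which gave 1, reached the paper's value. The others gave 0, except 11 with shrunken fold changes, 117 with no low-count filter, and 62 and 3 without treatment replicates 1 and 3.

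The other values compared lay within 1.5 times the paper's. With the Wald test, DESeq2 gave 4738, 813 and 2109 DE genes for PA103-infected and treatment against negative-control and for treatment against PA103-infected lungs, and 1318 for PA103-infected against negative-control blood, beside the paper's 4739, 813, 2111 and 1327.

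The paper lists Csf3 and Saa2 as DE genes between IDR-1002 control and negative-control lungs. Here, neither was a DE gene, with log2 fold changes of 1.39 and -1.82 and an adjusted p of 1 for each. The paper lists Ighd as a DE gene between treatment and PA103-infected blood. Here, its log2 fold change was 2.23 (standard error 0.45, adjusted p = 0.172), and with DESeq2 the adjusted p was 0.0449.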

Other observations

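Tests in this part that were chosen only after the result was seen are those with separate PA103-infected mice, without the mouse with the highest infection score, of depth by thinning, without red-cell and most abundant genes, by Fisher's exact test of Csf3 and Saa2, by lists of matched genes, of the animal number as a block, of treatment against PA103-infected mice in the B cell genes, of neutrophil against cytokine genes, of treatment replicate 4, and of GC content and gene length in treatment blood.

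Other splits of the mice of a comparison into groups of the same sizes were refitted, the actual split included. Since groups share replicate numbers, the splits that part as many same-numbered pairs as the actual one are given first; the others drawn part fewer such pairs. For PA103-infected against negative-control lungs, 1 of 16 such splits and 1 of 100 drawn had as many DE genes, and the same held for treatment against negative-control lungs (1 of 16 and 1 of 100) and against IDR-1002 control lungs (1 of 16 and 1 of 100). Treatment against PA103-infected lungs gave 1 of 16 and 3 of 100, with up to 2315 DE genes in another split. The correlation of the fold changes of treatment against PA103-infected and PA103-infected against negative-control lungs was as negative in 1 of 16 and 2 of 100. For IDR-1002 control against negative-control lungs, all 16 and all 100 splits had as many, but the actual count was 0, which every split reaches, so this tells nothing. At an unadjusted p under 0.05, this comparison had 149 genes, and 63 of 100 splits had as many. The interaction in the lungs was reached by 6 of 100 splits. In the blood, PA103-infected against negative-control mice gave 1 of 8 and 1 of 35, and genes called in blood but not in lungs 1 of 8 and 1 of 35. Treatment against negative-control blood gave 1 of 4 and 1 of 10, and treatment against IDR-1002 control blood 1 of 4 and 1 of 10. IDR-1002 control against negative-control blood gave 4 of 4 and 10 of 10, treatment against PA103-infected blood 8 of 8 and 35 of 35, and the interaction 64 of 64. The actual count of each was 0 DE genes, which every split reaches, so these shares tell nothing. At an unadjusted p under 0.05, these 3 had 155, 675 and 512 genes, and 6 of 10, 7 of 35 and 18 of 64 splits had as many. Designs with 16, 10, 8 or 4 splits cannot give a share under 0.05, so that for treatment blood the count cannot be told apart from other groupings.

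The number of DE genes between treatment and PA103-infected lungs, 1896, changed with the groups and mice in the fit, and the cause was not settled. Within groups, infected mice spread 1.52 times as much as uninfected mice (median ratio of SDs, larger in 78.7% of genes; 1.13 in the blood). DESeq2 fitted to the infected groups alone gave 509 DE genes and edgeR 0, and without PA103-infected replicate 3 the full fit gave 379. A spread set too low for infected mice may have raised the count, but fits to 2 groups also have fewer libraries and this was not told apart. A single strongly responding PA103-infected mouse may carry much of the count. GC content (2009 DE genes with the trend removed) and gene length (1977) do not account for it. With 12 lung libraries thinned to 1737879 counts there were 1872 DE genes, and with all thinned to 437916 counts 740, so that the number also depends on depth. The direction is steadier than the count. With separate PA103-infected mice in the 2 contrasts, the share of opposite signs over all 12889 genes fell from 87.4% to between 73.1% and 77.9%, and the Pearson correlation from -0.84 to between -0.66 and -0.76, and with the same 2 mice in both contrasts the share was 84.6% to 89.8%. The share was lower by at least 8.21 points with separate pairs in each of the 6 divisions, so that sharing those mice, and not only their smaller number, may account for part of the opposition. The share among the 1896 genes, at least 98.8%, cannot settle this, since these genes were chosen with all 4 PA103-infected mice. A partial return of the infection response toward the uninfected level in IDR-1002 treatment mice remains a hypothesis on direction, while the number of genes is not settled.

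For PA103-infected against negative-control lungs, 4485 DE genes became 4477 with the trend with GC content removed, 4496 with that with gene length removed and 4309 with libraries thinned to the blood median, so that none of these accounts for the count. Thinned to 437916 counts, the blood median outside its most abundant genes, 2596 remained, so that the number found depends on depth. In the blood, 1517 became 1322 and 1193 with the trends with GC content and gene length removed, and 1500 without red-cell and most abundant genes. In treatment blood the trends mattered. Against negative-control blood, 166 DE genes became 69 with the GC trend and 32 with the length trend removed, and against IDR-1002 control blood 68 became 19 and 14. The log2 fold changes of these 2 comparisons had Spearman correlations across genes of 0.3085 and 0.319 with GC content and of -0.380 and -0.357 with gene length, where genes are not independent replicates. PA103-infected against negative-control blood had similar correlations (0.270 with GC content and -0.324 with gene length) and treatment against PA103-infected blood had weak ones (-0.0758 and 0.0654), so the trend went with infection. A technical difference between libraries may account for DE genes of treatment blood, but a response to infection that itself varies with GC content and gene length was not told apart from it.

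Csf3 and Saa2 were called by DESeq2 between IDR-1002 control and negative-control lungs when all 4 groups were fitted. With the 2 uninfected groups alone, the unadjusted DESeq2 p was 0.808 for Csf3 and 0.825 for Saa2. Fisher's exact test (two-sided) of the 1 and 2 reads gave p = 0.444 and p = 0.506, but no arrangement of so few reads could give a p under 0.444 and 0.197, so that it tells nothing. A possible explanation of these calls is the reads of the infected groups in the same fit (1840 of Csf3 and 222 of Saa2 in PA103-infected lungs), which may set a small spread for genes with almost no read in the groups compared.

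The infection score of treatment replicate 4 in the lungs, 5.69%, lay within the range of the uninfected mice. A poorly infected mouse cannot be told apart from a strong effect of IDR-1002 by this score, and a mislabelled sample is not ruled out by it. The blood library with the same animal number, treatment replicate 2, scored 36.0%, above each uninfected blood library (at most 24.8%), which goes against an uninfected mouse if the number marks the same animal. In that blood library, red-cell and most abundant genes held 83.5% of the counts, and its normalization factor was 0.547. Negative-control blood replicate 3 was alike (85.0% and 0.365) and scored 4.67%. The score was not recomputed without these genes, so composition may bear on the 36.0%. The lung B cell genes of treatment replicate 4 lay 31.35% of the way to the PA103-infected mean. That was above the negative-control mice (at most 9.50%) but below IDR-1002 control replicate 5 (61.9%). The lung library of treatment replicate 4 was the 2nd lowest in depth (1355214 counts, rank 2 of 19). Low depth thus also remains open, although PA103-infected replicate 2, with 947960 counts, scored 60.7%. The paper removed a PA103-infected mouse as inadequately infected, and all 5 treatment mice were kept. Without treatment replicate 4, treatment and PA103-infected lungs differed in 842 genes, and treatment and negative-control lungs in 1103.

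From lists of marker genes, the 8 B cell genes were at a mean log2 level of 3.71 ± 0.774 (SD, n = 5) in treatment, 3.19 ± 0.814 (SD, n = 4) in PA103-infected and 5.32 ± 0.219 (SD, n = 5) in negative-control lungs. An exact two-sided permutation test gave p = 0.357 for treatment against PA103-infected mice (adjusted p = 0.417) and p = 0.00794 for treatment against negative-control mice (adjusted p = 0.0556 over 7 tests), the smallest p this design allows. In percent of the PA103 change, treatment replicates 1 to 5 were at 86.6, 42.9, 107.65, 31.35 and 108.4. Their median log2 fold change in treatment against negative-control lungs, -1.47, lay at percentile 0 of 10000 lists of other genes matched for level and response to infection (median of the lists -0.62). The 8 neutrophil genes in the same test were at 2.61, percentile 100 (median of the lists 1.42). Genes of a cell type move together, unlike the genes of the lists, so that these percentiles do not tell whether a general rule for genes of this response size accounts for the levels. Neutrophil genes were at 6.99 ± 0.978 (SD, n = 5) in treatment and 7.27 ± 0.874 (SD, n = 4) in PA103-infected lungs, with an exact p of 0.683. That neutrophil genes were kept more than the ELISA cytokine genes was not shown, with an exact p of 0.159 (adjusted p = 0.222) for the difference between them. A candidate explanation is that IDR-1002 lowered inflammatory transcripts more than it changed which cells were in the lung. However, the difference to the cytokine genes failed its test, and the RNA-Seq counts do not measure a change in cell mixture. The paper also reports a lower PA103 burden in treatment mice, and lower transcripts that merely followed fewer bacteria were not told apart. The leukocytes that the paper counted in BALF were not set against these libraries.

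The libraries carry animal numbers, and 13 pairs of lung and blood libraries share one. Their mean correlation of the deviations from the group means, over 7018 genes, was 0.104, against -0.027 for 48 other pairs of the same condition (one-sided exact test, p = 0.0280 over 5184 relabellings). The correlation came from infected pairs, with 0.278 to 0.368 in 3 treatment and 0.0114 to 0.234 in 4 PA103-infected pairs, while the 6 uninfected pairs lay between -0.127 and 0.0729. The same number may mark the same animal, which the uninfected pairs do not show, and the tests of blood against lungs, which treat the libraries as independent, leave this out. With the animal number as a block in limma voom, 1753 genes responded differently to infection in blood and lungs, against 1597 without it.

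In the lungs, the summed count of 7 cardiac muscle genes ranged from 95 to 5084 per library, with 95 to 5084 in negative-control, 141 to 2496 in IDR-1002 control, 96 to 2418 in PA103-infected and 105 to 749 in IDR-1002 treatment mice.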
